# Genome-scale metabolic model of the rat liver predicts effects of diet restriction

**DOI:** 10.1038/s41598-019-46245-1

**Published:** 2019-07-08

**Authors:** Priyanka Baloni, Vineet Sangar, James T. Yurkovich, Max Robinson, Scott Taylor, Christine M. Karbowski, Hisham K. Hamadeh, Yudong D. He, Nathan D. Price

**Keywords:** Biochemical reaction networks, Computational models, Data integration, Biochemical networks, Systems analysis

## Abstract

Mapping network analysis in cells and tissues can provide insights into metabolic adaptations to changes in external environment, pathological conditions, and nutrient deprivation. Here, we reconstructed a genome-scale metabolic network of the rat liver that will allow for exploration of systems-level physiology. The resulting *in silico* model (iRatLiver) contains 1,882 reactions, 1,448 metabolites, and 994 metabolic genes. We then used this model to characterize the response of the liver’s energy metabolism to a controlled perturbation in diet. Transcriptomics data were collected from the livers of Sprague Dawley rats at 4 or 14 days of being subjected to 15%, 30%, or 60% diet restriction. These data were integrated with the iRatLiver model to generate condition-specific metabolic models, allowing us to explore network differences under each condition. We observed different pathway usage between early and late time points. Network analysis identified several highly connected “hub” genes (*Pklr*, *Hadha*, *Tkt*, *Pgm1*, *Tpi1*, and *Eno3*) that showed differing trends between early and late time points. Taken together, our results suggest that the liver’s response varied with short- and long-term diet restriction. More broadly, we anticipate that the iRatLiver model can be exploited further to study metabolic changes in the liver under other conditions such as drug treatment, infection, and disease.

## Introduction

Metabolic adaptation is critical for the ability of cells to maintain homeostasis following a physiological change. One of the more important organs for regulating homeostasis is the liver, which plays a primary role in detoxification, protein synthesis, and nutrient regulation^1,2^. Homeostatic regulation in hepatocytes involves many metabolic processes spanning interconnected pathways, requiring a systems approach to provide mechanistic insight. GEnome-scale metabolic Models (GEMs) provide one such systems biology framework for the quantitative interrogation of metabolic capabilities across diverse conditions^3^. GEMs detail the connectivity of the metabolic network through reaction stoichiometries, allowing for systems-level computation of reaction fluxes in response to genetic or environmental perturbations^4,5^.

The scope of GEMs has been iteratively expanded to include additional pathways and physiological information, including various -omics data^6–8^. Notably, the integration of transcriptomics data has allowed for the construction of condition-specific models^9–12^. The global human metabolic network reconstruction^13–15^ paved the way for the use of GEMs to explore clinical applications and resulted in many cell- and tissue-specific GEMs^16–18^. Several of these tissue-specific models have been used to study human physiology^19–22^ and pharmacological targets^23–25^. The hepatocyte has been the focus of several cell-specific modeling efforts. In 2010, two GEMs of the human hepatocyte were published simultaneously^26,27^ to understand diverse physiological liver functions; one of these models^26^ was later used to simulate metabolic phenotypes resulting from inborn errors of metabolism^28^. A later GEM, iHepatocytes^22,23^, was used to predict serine deficiency in patients with non-alcoholic fatty liver disease and to identify genes that are potential therapeutic targets for treatment of non-alcoholic steatohepatitis^29^.

While these cell-specific models have been used to understand pathophysiology in humans, the limitations associated with perturbation experiments in humans have limited their utility in translation research. Thus, organisms like Sprague Dawley rats (Rattus norvegicus) – small in size, easy to handle, high rate of reproduction, and similar physiology to humans – have been used as a primary model organism to study toxicology^30^ and to model aspects of human physiology^30^. Studying these diverse metabolic processes of the liver provides important insights into the physiological response to pharmacological interventions^31^. One of the well-studied physiological responses in the liver is due to a change in nutritional status, such as over-fed or starvation conditions^32–34^. During a well-fed state, the liver stores excess glucose as glycogen, which is then converted back to glucose during glucose deprivation. Understanding the metabolic regulatory responses to such perturbations in various physiological models represents an important open area of research.

Here, we present the *in silico* investigation of the metabolic effects of different diet-restriction patterns as interpreted through our reconstruction of a liver-specific GEM of the rat (iRatLiver). We generated genome-wide transcriptomics data of the rat liver to assess the response to different feeding patterns. These data were then integrated with iRatLiver to generate condition-specific models that were used to simulate changes in metabolic pathway usage as a result of the dietary changes. More broadly, we anticipate that this model can be a useful resource for toxicological and biomedical research, with its comparability back to the human reconstructions.

## Results

### Constructing the iRatLiver GEM

The first major step of this project was to reconstruct the metabolic network of the rat liver^35^. Because we are ultimately interested in studying human physiology, we used an existing GEM of the human liver^16^ as a starting point for the homology-based reconstruction of rat liver metabolism; see Methods for details regarding the reconstruction process. The resulting model, iRatLiver, comprises 1882 reactions, 1448 metabolites, 994 genes, 7 compartments (cytoplasm, lysosome, mitochondria, nucleus, endoplasmic reticulum, peroxisome, and extracellular space), and 82 metabolic subsystems (Supplementary Fig. 1); these subsystems were assigned according to the BiGG Models database^36^. We validated the iRatLiver model by comparing the predicted doubling time with literature values; the predicted doubling time of 16.3 hours was consistent with the reported doubling time of 16.9 hours of rat hepatocytes in cell culture^37^. Further, we tested the model’s ability to perform liver-specific functions (gluconeogenesis, triglyceride synthesis, amino acid degradation, and ammonia and ethanol detoxification) as previously reported^16^ (see Data S3 (Table S4) for simulation results). The iRatLiver model is provided in Data S1; an SBML version of the model is provided in Data S2.

There are several differences between human and rat metabolism^38–40^, most notably the existence of several enzymes that are functional in rats but are present only as pseudogenes in humans (Table 1). We compared the enzymes in rat and human and identified these unique enzymes that are functional in rats (see Methods section). 

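The liver arrays measured several of the genes that are functional in rats and pseudogenes in humans. In the ad libitum, overnight fasting rats (group 2), Uox (urate oxidase) had a mean log2 intensity of 13.0 ± 0.19 (SD, n = 5) at day 4, and Urah, which acts on the product of urate oxidase, 12.4 ± 0.06 (SD, n = 5). Gulo, the last enzyme of vitamin C synthesis, stood at 12.4 ± 0.11 (SD, n = 5). Ggta1, a galactosyltransferase, had 7.60 ± 0.27 and Tdh (L-threonine dehydrogenase) 5.25 ± 0.15 (SD, n = 5 each). Intensities of different genes depend on their probes and do not rank the amounts of mRNA. With 60% less food (group 5), Uox was higher than in group 2 at both days, with log2 changes of 0.32 (standard error 0.09, adjusted p = 0.0657 from limma) at day 4 and 0.35 (standard error 0.08, adjusted p = 0.0104) at day 14. Gulo fell by 0.57 in group 5 at day 14 (standard error 0.09, adjusted p = 0.00142), and its change was −0.16 (adjusted p = 0.419) at day 4. Neither Ggta1 nor Urah passed the test in groups 3, 4 or 5 on either day. Nor did Tdh, but its group means (5.08 in group 5 at day 14) lie near the level of log2 5.211 under which probe sets were counted as dim, so a change would be hard to see. The other genes of the table were not analysed here.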

The human L-threonine 3-dehydrogenase gene is an expressed pseudogene^41–44^; whereas it is functional in rats, suggesting that these differences should be taken into consideration for pharmacokinetic studies. Humans and rat also differ in their ability to metabolize uric acid; rats have a functional uric acid oxidase, whereas humans have a loss of uricase activity^45^.

**Table 1:** Enzymes present in the rat liver but not in the human liver.

Gene symbol	Enzyme	Enzyme name	Reaction formula	Pathway	Ref.
Tdh	1.1.1.103	L-threonine 3-dehydrogenase	L-threonine + NAD+ = L-2-amino-3-oxobutanoate + NADH + H+	Glycine, serine and threonine metabolism	^41^
Gulo	1.1.3.8	L-gulonolactone oxidase	L-gulono-1,4-lactone + O_2_ = L-ascorbate + H_2_O_2_	Ascorbate and aldarate metabolism	^43^
Cmah	1.14.18.2	CMP-N-acetylneuraminate monooxygenase	CMP-N-acetylneuraminate + 2 ferrocytochrome b5 + O_2_ + 2 H+ = CMP-N-glycoloylneuraminate + 2 ferricytochrome b5 + H_2_O	Amino sugar and nucleotide sugar metabolism	^79^
Uox	1.7.3.3	uric acid oxidase	urate + O_2_ + H_2_O = 5-hydroxyisourate + H_2_O_2_	Purine metabolism	^45^
Ggta1	2.4.1.87	N-acetyllactosaminide 3-alpha-galactosyltransferase	UDP-alpha-D-galactose + beta-D-galactosyl-(1->4)-beta-N-acetyl-D-glucosaminyl-R = UDP + alpha-D-galactosyl-(1->3)-beta-D-galactosyl-(1->4)-beta-N-acetylglucosaminyl-R (where R can be OH, an oligosaccharide or a glycoconjugate)	Glycosphingolipid biosynthesis - lacto and neolacto series	^80^
Art2b	3.2.2.5	NAD glycohydrolase	NAD+ + H_2_O = ADP-D-ribose + nicotinamide	Nicotinate and nicotinamide metabolism	^81, 82^
RGD1309350	3.5.2.17	hydroxyisourate hydrolase	5-hydroxyisourate + H_2_O = 5-hydroxy-2-oxo-4-ureido-2,5-dihydro-1H-imidazole-5-carboxylate	Purine metabolism	^42^
LOC688286	4.1.2.48	low-specificity L-threonine aldolase	L-threonine = glycine + acetaldehyde	Glycine, serine and threonine metabolism	^83^

We compared the iRatLiver model to an existing tissue-specific model of the human liver, liverCADRE^16^, observing differences in several subsystems: vitamin C metabolism, vitamin B2 metabolism, fatty acid oxidation, tryptophan metabolism, and the pentose phosphate pathway (Supplementary Fig. 1A). Recently, Papin and colleagues reported iRno, a GEM of rat^30^ that was used for biomarker prediction. A model of global rat metabolism, iRno encompasses all reactions in the organism rather than tissue-specific content and thus contains more reactions and metabolites than does iRatLiver. We compared our liver-specific model to the global iRno model (Supplementary Fig. 1B), finding fewer dead-end metabolites (five and 679, respectively), a result not unexpected due to the differing scope between the models (Supplementary Fig. 1), i.e. a global reconstruction vs. a reconstruction more tailored to a particular organ. There have been several subsequent iterations of iRno focusing on various aspects of rat physiology^46–48^.

### Validating iRatLiver predictions in diet-restriction conditions

Our next goal was to explore the utility of iRatLiver for phenotypic predictions under a controlled perturbation. Diet restriction in rats has been extensively studied in relation to a variety of medical applications, including obesity^34^, lifespan^32,49^, and drug effects^33,50^. We therefore designed a study in which we altered the diet of groups of rats and studied the resulting change in liver function through measuring gene expression (Fig. 1). 

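Liver RNA of 49 of the rats was measured on Affymetrix rat genome arrays, 1 array per animal. Group 1 was fed ad libitum and not fasted, and group 2 was fed ad libitum and fasted overnight. Groups 3, 4 and 5 received 15%, 30% and 60% less food and were also fasted overnight. Each group had 5 arrays at day 4 and 5 at day 14, except group 1 at day 14, which had 4. The authors checked array quality in Expression Console and normalized the arrays by Robust Multi-Array Average, which removes background, makes the distribution of intensities alike and gives 1 value per probe set. The values used here are these intensities, on a linear scale and rounded to whole numbers for 31042 probe sets, and their log2 was taken first. Sample medians lay between 6.34 and 6.43 on the log2 scale, and the rounding amounts to a step of 0.17 at the lowest intensity and of 0.017 at the median intensity. Of the probe sets, 20826 carry 1 gene symbol; each gene was represented by its probe set with the highest mean over all samples, which left 14217 genes. Each group was compared with group 2 of the same day by limma, and a gene was called at an adjusted p under 0.1, after the false discovery rate named in the methods. Lists of genes of pathways and of other cell types were written by hand from general knowledge, not taken from a database, before the data were examined. Each was tested as a set by camera at an adjusted p under 0.05. The number of animals per group limits the precision of every value.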

A total of 50 male Sprague Dawley rats were divided into five groups and given different diets; liver samples were taken at days 4 and 14 for five rats in each group for transcriptomics analysis (see Methods for full details). 

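Genes of the circadian clock were among the largest changes in the diet-restricted rats. Of 17 measured clock genes, 10 were higher and 3 lower in group 5 (60% less food) than in group 2 at day 14, and 12 and 3 when adjusted over the list alone. Dbp, a transcription factor driven by the clock, rose by a log2 change of 3.51 (standard error 0.16, n = 5 rats in each group, adjusted p = 3.57e-07 from limma), and Per3, a repressor within the clock, by 2.69 (standard error 0.18, adjusted p = 2.86e-06). Bmal1 and Npas2, which activate the other clock genes, fell by 2.80 (standard error 0.23, adjusted p = 1.38e-05) and by 3.19 (standard error 0.19, adjusted p = 1.36e-06). The latter ended at a mean of 4.40, among the dim probe sets below log2 5.211, and counted to that floor its change was −2.38. The list as a whole was shifted by a mean of 0.75 (camera, adjusted p = 0.000164), a call that was lost with an estimated correlation (adjusted p = 0.278). The estimated correlation was 0.015, close to camera's preset 0.01. By fry, a rotation test of the list on its own, the clock genes were higher (adjusted p = 0.000132). In group 4 (30% less food) at day 14, 10 of these genes were higher and 3 lower, as many as when adjusted over the list alone. Group 3 (15% less food) at day 14 had 8 higher and 3 lower (11 and 5 adjusted over the list alone), with Dbp up by 3.54 (standard error 0.17, adjusted p = 1.18e-06). At day 4, 10 clock genes were higher and 5 lower in group 5 (11 and 5 over the list alone; camera adjusted p = 0.00958, and adjusted p = 0.354 with an estimated correlation), and 10 were higher and 4 lower in group 4. No clock gene was called in group 3 at day 4, where 4 were higher and 3 lower when adjusted over the list alone. In the fed group 1, 3 clock genes were higher and 2 lower at day 4 (5 and 6 over the list alone). At day 14, 2 were higher (2 over the list alone). Dbp fell by 1.54 in group 1 at day 4 (standard error 0.40, adjusted p = 0.0242).

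**Figure D1:**
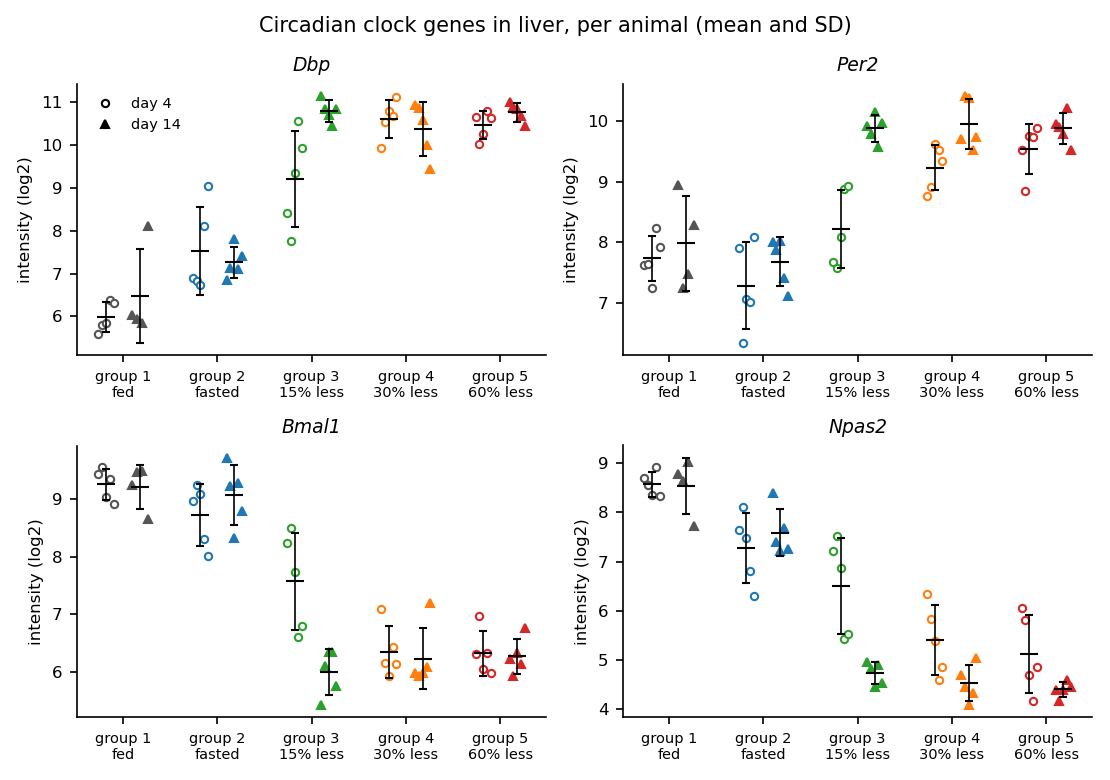
Log2 intensity of Dbp, Per2, Bmal1 and Npas2 in each rat (vertical axes), by group and day (open circles, day 4; filled triangles, day 14), with the mean and SD as bars. At day 14 the 5 rats of group 5 lie between 10.44 and 11.01 for Dbp, above all 5 rats of group 2 (6.84 to 7.81), and between 4.17 and 4.58 for Npas2, below them (7.22 to 8.40).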

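Genes of cholesterol and of fatty acid synthesis were shifted upwards in groups 3, 4 and 5 at day 14 by camera with the preset correlation, and in none of them with an estimated one. Lists of fatty acid elongation and of glycerolipid synthesis were not. At that day, 13 of 17 genes of cholesterol synthesis were higher in group 5 than in group 2 and none was lower (13 adjusted over the list alone; mean log2 change 0.93, camera adjusted p = 2.9e-09, adjusted p = 0.499 with an estimated correlation). They included Sqle (squalene epoxidase, log2 change 1.90, standard error 0.34, adjusted p = 0.00283) and Idi1, which makes a building block of sterols (1.82, standard error 0.31, adjusted p = 0.00232). Groups 4 and 3 had 13 and 11 of them higher at day 14 (16 and 14 adjusted over the list alone; adjusted p = 0.54 and 0.482 with an estimated correlation, and 0.249 and 0.482 for fatty acid synthesis). At day 4, 7 were higher and none lower in group 4 (12 over the list alone; camera adjusted p = 8.66e-08, adjusted p = 0.257 with an estimated correlation). In group 5 at that day, 4 were higher and 1 lower (8 and 1 over the list alone; camera adjusted p = 0.0015), and that call was lost with an estimated correlation (adjusted p = 0.612) and in a rotation test of the list on its own (fry, adjusted p = 0.267). Of 13 genes of fatty acid synthesis, 6 rose in group 5 at day 4 (8 higher and 1 lower over the list alone; camera adjusted p = 3.38e-05, adjusted p = 0.38 with an estimated correlation). Thrsp, which promotes lipid synthesis, rose by 3.03 (standard error 0.18, adjusted p = 6.21e-06) and Srebf1, a transcription factor for these genes, by 1.79 (standard error 0.33, adjusted p = 0.0126). By day 14 the count was 5 higher and 1 lower (7 and 1 over the list alone; camera adjusted p = 0.0116), with Acss2, which makes acetyl-CoA, up by 1.21 (standard error 0.18, adjusted p = 0.000827) and malic enzyme Me1 down by 1.22 (standard error 0.20, adjusted p = 0.00202). The day 14 call for this list was lost with an estimated correlation (adjusted p = 0.361) and in one fit of all groups (adjusted p = 0.117). The estimated correlation was −0.002, below the preset 0.01, so a larger correlation between the genes is not why camera lost the call. Fry called the list at day 14 (adjusted p = 0.0015). In group 3 at day 4 the list of cholesterol synthesis was not called (camera adjusted p = 0.631). Fatty acid elongation and desaturation went the other way in group 5 at day 4, with 1 of 19 genes higher and 5 lower (1 and 8 over the list alone; camera adjusted p = 7.35e-05, adjusted p = 0.29 with an estimated correlation). It was not called at day 14 (adjusted p = 0.196). Of 22 genes of glycerolipid synthesis, 2 were higher and 7 lower in group 5 at day 4 (2 and 7 over the list alone; camera adjusted p = 0.232). At day 14 the counts were 4 and 7 (4 and 9 over the list alone, camera adjusted p = 0.373). By fry this list was lower in group 5 on both days (adjusted p = 0.0238 at day 4 and 0.0443 at day 14).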

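Other groups of genes moved in group 5 at day 14 as well. Of 30 proteasome genes, which encode the machine that degrades tagged proteins, 25 were lower and none higher (29 lower adjusted over the list alone; mean log2 change −0.31, camera adjusted p = 4.36e-15, adjusted p = 0.384 with an estimated correlation). Psmd1 and Psmd14, subunits of its cap, fell by 0.54 (standard error 0.09, adjusted p = 0.00224) and by 0.52 (standard error 0.08, adjusted p = 0.0015). Of 16 genes that respond to glucocorticoids, 9 were higher and none lower (12 over the list alone; mean 0.46, camera adjusted p = 0.000184, adjusted p = 0.361 with an estimated correlation), among them Per1, also a part of the clock (1.40, standard error 0.22, adjusted p = 0.00159), and Fkbp5, which dampens the glucocorticoid receptor (1.10, standard error 0.29, adjusted p = 0.025). Outside the lists, Lpin2, a phosphatase of triglyceride synthesis, rose by 2.39 (standard error 0.14, adjusted p = 1.3e-06) and Cux2, a transcription factor typical of female liver, by 2.41 (standard error 0.49, adjusted p = 0.00617). Inhba, a subunit of the activins, fell by 3.30 (standard error 0.25, adjusted p = 7.36e-06; −2.99 when counted to the dim floor) and the tight junction gene Cldn1 fell by 3.46 (standard error 0.19, adjusted p = 7.3e-07). Markers of other cells moved too: 3 of 6 erythroid genes were lower (3 over the list alone), with Hbb, a globin, down by 2.14 (standard error 0.29, adjusted p = 0.000505), as were 6 of 15 genes of T and NK cells (6 over the list alone). Neither list was called with an estimated correlation (adjusted p = 0.468 and 0.587). Of 15 genes of stellate cells and fibroblasts 3 were lower (7 lower and 1 higher over the list alone; adjusted p = 0.705 with an estimated correlation), led by Lox, which crosslinks collagen and fell by 4.20 (standard error 0.36, adjusted p = 2.37e-05). In group 3 at day 4 the changes were few; Bcl6, a transcriptional repressor, fell by 2.45 (standard error 0.19, adjusted p = 0.000479) and Ehhadh, an enzyme of peroxisomal fatty acid oxidation, by 1.14 (standard error 0.11, adjusted p = 0.00313). The proteasome fall was not limited to group 5 at day 14. Camera called it in groups 3, 4 and 5 at day 4 (adjusted p = 1.18e-20, 3.25e-19 and 4.58e-21) and in groups 3 and 4 at day 14 (9.33e-15 and 7.99e-19). It was also called in the fed group 1 at day 4 (0.000232), and none held with an estimated correlation (0.249 to 0.696). All comparisons share group 2, so a high level there cannot be told apart from a diet effect.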

From the gene expression data, we identified differentially expressed genes (DEGs) (Data S3 (Table S2)) and corresponding biological processes that were enriched for DEGs under diet-restriction conditions (Data S3 (Table S3)).

**Figure 1:**
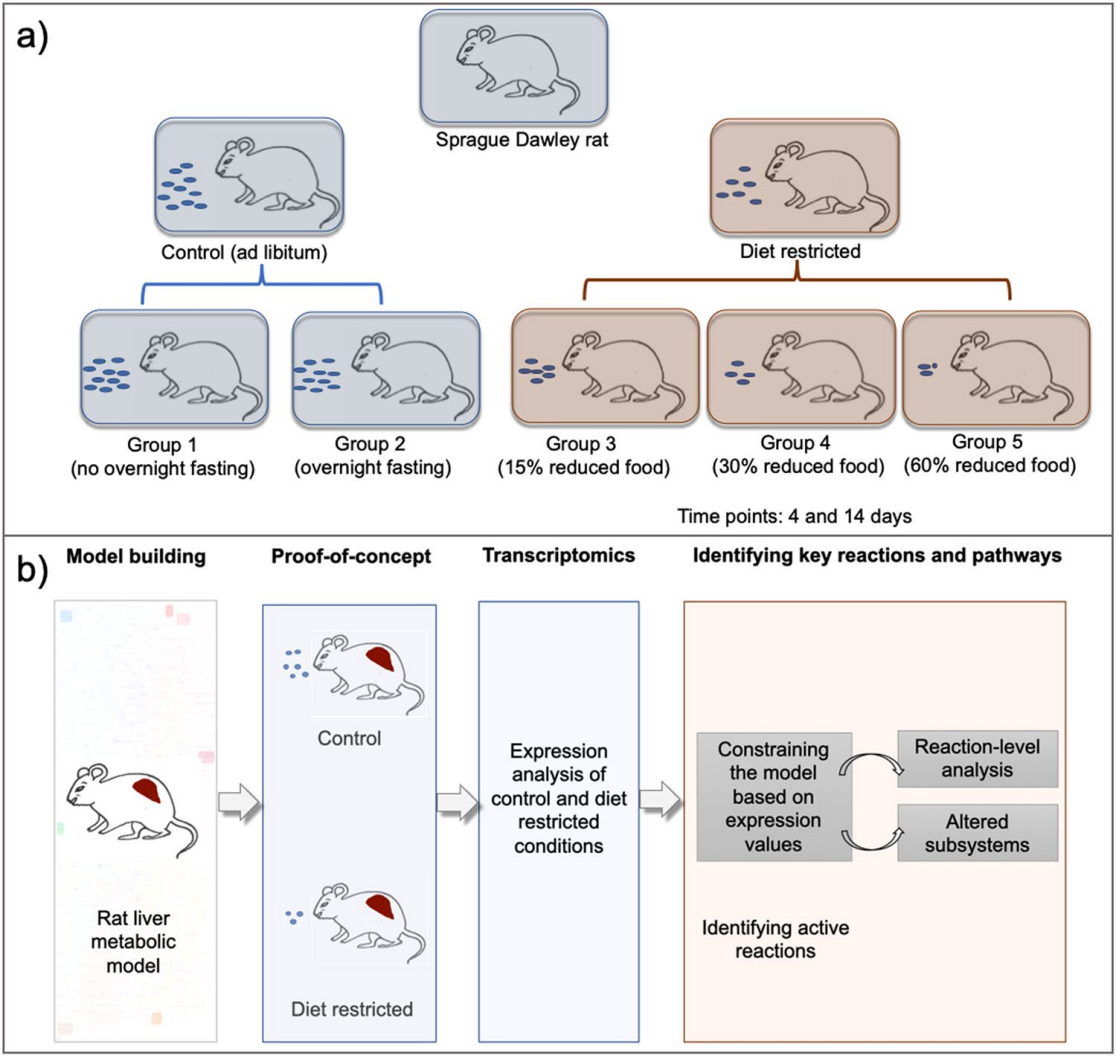
Overview of study design. (**a**) Graphical representation of the experimental groups of rats considered for studying the effect of diet restriction. The rats were divided into five groups based on their diet and the experimental measurements were done at days 4 and 14. (**b**) Graphical representation of various analyses performed in the study from reconstructing the rat liver model to identifying active reactions in diet restricted conditions.

We then filtered the gene expression data to the set of metabolic genes to examine the effects of diet restriction on liver metabolism. We performed principal component analysis (PCA) on the normalized expression values of the metabolic genes, observing distinct clusters for the different experimental groups (Fig. 2). 

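The principal components were computed from the log2 values of 302 genes, those of the 338 reactions of Table S5 that the arrays measured; the study chose these reactions from models built on the same samples, and the full gene list of the model was not used here. Component 1 held 35.7% of the variance, component 2 22.0% and component 3 8.51%. Component 1 ran from the controls to the strongest restriction: its mean score was −4.35 ± 0.76 in group 1 and −3.48 ± 0.61 in group 2 at day 4, and 5.93 ± 1.22 in group 5 at day 14 (SD, n = 5 each). The genes with the largest weights on it were Hsd17b2, which inactivates sex steroids (0.35), and Sds, which degrades serine (0.275), and on the negative side Slc16a1, a transporter of lactate and ketone bodies (−0.218); genes named for their weights were chosen after the values were seen. Component 2 set the fed group 1 (means 4.52 and 4.25 at days 4 and 14) apart from the fasted group 2 (−4.01 and −2.81), with Acat2 and Acsl3, enzymes of sterol synthesis and of fatty acid activation, weighted highest (0.277 each). Over the first 3 components the nearest neighbour was from the same group in 35 of 49 samples (mean silhouette width 0.21) and from the same group and day in 25 of 49 (0.082). For group 1 against all other samples it was from the same side in 49 of 49 (silhouette 0.442, permutation test, p = 1e-05, the smallest that 100000 permutations can give). Genes of lipid synthesis were high in these fed rats: at day 4 all 17 genes of cholesterol synthesis and all 13 of fatty acid synthesis were higher than in group 2, also when adjusted over the list alone. Scd, a fatty acid desaturase, rose by a log2 change of 4.15 (standard error 0.73, adjusted p = 0.00323 from limma) and Fasn, the fatty acid synthase, by 3.23 (standard error 0.16, adjusted p = 3e-07). Camera's adjusted p was 3.49e-27 for cholesterol synthesis and 2.19e-18 for fatty acid synthesis. With an estimated correlation the first call held at day 4 (adjusted p = 0.0401) and was lost at day 14 (adjusted p = 0.198). The second was lost at day 4 (adjusted p = 0.0738) and held at day 14 (adjusted p = 0.0208).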

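Sds and Got1, enzymes of amino acid metabolism, had large weights on component 1 and were higher in group 5 than in group 2. Sds was higher than in group 2 by a log2 change of 1.94 (standard error 0.36, adjusted p = 0.0118 from limma) in group 5 at day 4 and by 1.48 (standard error 0.28, adjusted p = 0.00427) at day 14. Got1, an aminotransferase of aspartate and glutamate, rose by 1.08 (standard error 0.32, adjusted p = 0.087) and 1.25 (standard error 0.23, adjusted p = 0.00393) in the same comparisons. In the fed group 1 at day 14, Got1 fell by 1.14 (standard error 0.30, adjusted p = 0.0415). Lists of amino acid degradation were not called in group 5 at day 14. Of 19 genes for branched-chain amino acids 2 were higher and 4 lower (2 and 4 adjusted over the list alone; camera adjusted p = 0.762). For aromatic amino acids 6 of 13 were higher and 2 lower (9 and 3 over the list alone; camera adjusted p = 0.153). At day 4 the list for aromatic amino acids was called, with 3 higher and 1 lower (4 and 1; camera adjusted p = 0.0232, adjusted p = 0.403 with an estimated correlation). Over the first 3 components the controls, groups 1 and 2, were separated from groups 3 to 5 with a mean silhouette width of 0.378 (permutation test of the labels, p = 1e-05, the smallest that 100000 permutations can give). The nearest neighbour lay on the same side for 46 of 49 samples (93.9%). Among the fasted rats alone, group 2 was separated from groups 3 to 5 with a silhouette width of 0.425 (permutation p = 1e-05), and 37 of 40 samples had a nearest neighbour on their own side. These tests, and that of group 1 above, permuted labels over single rats. Likeness within a group and day can alone give a small p. The tests do not decide whether groups 1 and 2 form 1 cluster. At day 4 these groups lay close on component 1 (means −4.35 and −3.48) and far apart on component 2 (4.52 and −4.01).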

The control samples (with or without overnight fasting) formed a separate cluster from the diet-restricted samples, corroborating previous results that suggested the expression of metabolic genes varies under varying dietary conditions^51^. Further, the diet-restricted samples for days 4 and 14 clustered separately, indicating that the expression profile was also influenced by the duration of the diet restriction. 

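Genes of cholesterol synthesis were higher at the later day in groups 3 and 4. In group 3, 15 of its 17 genes were higher at day 14 than at day 4 (16 adjusted over the list alone; camera adjusted p = 3.91e-13, adjusted p = 0.285 with an estimated correlation). Msmo1, a sterol methyl oxidase, rose by a log2 change of 1.64 (standard error 0.24, adjusted p = 0.00499 from limma, n = 5 rats on each day). In group 4, 12 were higher at day 14 (15 over the list alone; camera adjusted p = 1.5e-11, adjusted p = 0.35 with an estimated correlation), and Scd rose by 4.16 (standard error 0.37, adjusted p = 0.00127). In group 5, 3 were higher (11 higher and 1 lower over the list alone; camera adjusted p = 1.09e-05, adjusted p = 0.698 with an estimated correlation and 0.198 by fry). This group had 10 of 20 chaperones of the endoplasmic reticulum lower at day 14 (11 over the list alone; camera adjusted p = 4.12e-06, adjusted p = 0.689 with an estimated correlation) and Irs2, an adaptor of insulin signalling, higher by 1.47 (standard error 0.19, adjusted p = 0.00682). Over all genes, 1269 were higher and 548 lower at day 14 within group 3, 517 and 261 within group 4, and 555 and 399 within group 5. These totals of 1817, 778 and 954 rest on single animals. There were 960 without animal 758, 329 without animal 736, and 411 or 1498 without animal 742 or 769. After quantile normalization the first of these splits became 701 and 571 and the second 435 and 366. Within the fasted group 2, 1 gene differed between the days (1230 at an unadjusted p under 0.05), and within the fed group 1 none did (2125 at an unadjusted p under 0.05, with 711 due to chance), but 185 without animal 724. On the first 3 components, the days separated within the restricted samples with a silhouette width of 0.306 (permutation test within diet groups, p = 1e-05, the smallest possible), with 25 of 30 nearest neighbours from the same day. Among the controls the width was −0.033 (permutation p = 0.0397, mean over permutations −0.06), with 9 of 19. A batch that holds one group on one day cannot be told apart from the time on the diet. A shift between the days that reaches every group alike is argued against as the whole cause in groups 3 and 5. There 82 and 235 of the called genes also changed differently from group 2 between the days (limma, interaction). Such a shift may still account for part of the differences. From the separate clusters of control and restricted samples and of the 2 days, the paper proposes that the expression of metabolic genes varied with the diet and with how long it lasted.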

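The spread of the rats around the centroid of their own group and day was measured over the first 3 components of the metabolic genes, where Hsd17b2 also had the largest weight on component 3 (0.518). In group 5 the mean distance was 1.99 ± 0.50 (SD, n = 5) at day 4 and 1.59 ± 0.79 (SD, n = 5) at day 14. In group 2 it was 1.45 ± 0.83 and 0.917 ± 0.28, in group 3 1.47 ± 0.56 and 1.23 ± 0.83, and in group 4 0.969 ± 0.64 and 1.69 ± 0.35 (SD, n = 5 each). At day 4 group 5 was more spread than group 1, by a ratio of 2.09 (exact permutation test, p = 0.00794, the smallest that 5 against 5 allow), and than group 4, by 2.06 (exact p = 0.0397). Without animal 745 the first of these did not pass (exact p = 0.0635), and the second did not pass without any 1 of the 5 rats (exact p = 0.0714 to 0.111). Its ratio to group 2 was 1.38 (exact p = 0.238) and to group 3 1.35 (exact p = 0.159). At day 14 the ratios of group 5 to groups 1, 2, 3 and 4 were 1.28 (exact p = 0.46), 1.74 (exact p = 0.127), 1.30 (exact p = 0.468) and 0.941 (exact p = 0.81). Over both days group 5 stood at 1.45 times the mean of the other groups (permutation p = 0.0122), and this did not pass without the day 14 rat farthest from its centroid (ratio 1.22, permutation p = 0.209) or without either of the most distant day 4 rats (permutation p = 0.0563 and 0.082). Against group 2 at day 4 the ratio was 2.30 when all 14217 named genes were used and 2.16 when each gene was scaled to unit variance.

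**Figure D2:**
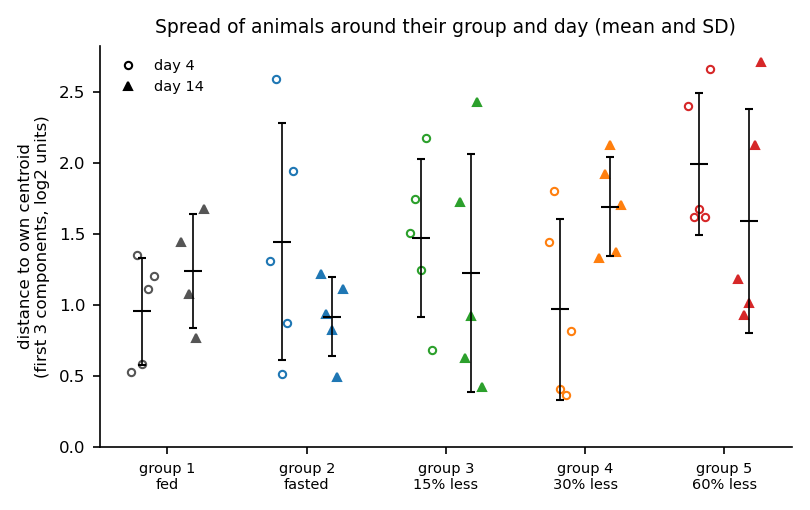
Distance of each rat from the centroid of its own group and day over the first 3 principal components (vertical axis, log2 units), by group and day (open circles, day 4; filled triangles, day 14), with the mean and SD as bars. The 5 rats of group 5 span 1.62 to 2.66 at day 4 and 0.928 to 2.71 at day 14, and group 2 spans 0.515 to 2.59 at day 4.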

We observed high variance in the group 5 rats (60% diet restriction), suggesting that there was a less uniform adaptive response. 

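Whether a diet changed a gene differently at the 2 days was tested by limma as an interaction, the difference from group 2 at day 14 minus that at day 4. Group 5 had 120 genes with a more positive and 170 with a more negative difference at day 14. Nrg4, a signalling protein of the EGF family, had the smallest adjusted p of this test: its difference rose by a log2 change of 1.58 between the days (standard error 0.18, adjusted p = 0.000435), with group 2 on both days (means of 4.74 and 4.61) and group 5 at day 4 (5.06) among the dim probe sets. Counted to the dim floor the change was 1.30. Sult2a6, a sulfotransferase, rose by 2.70 (standard error 0.63, adjusted p = 0.0506). Abcg8, which exports sterols into bile, fell by 1.64 (standard error 0.32, adjusted p = 0.0243). Group 3 had 53 and 31 such genes (50 and 47 after quantile normalization), among them Cldn1, whose difference fell by 2.24 (standard error 0.35, adjusted p = 0.00907). Group 4 had 7 and 12, and group 1 none (903 at an unadjusted p under 0.05, with 711 due to chance). These counts rest on single animals: leaving out 1 animal gave 40 to 201 genes in group 3 (without animals 758 and 759), 0 to 89 in group 4 (without animal 727 of group 2 and without 761) and 98 to 381 in group 5 (without 742 and 745).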

Ultimately, these results indicated that the underlying expression profile of the liver varied as a function of time.

**Figure 2:**
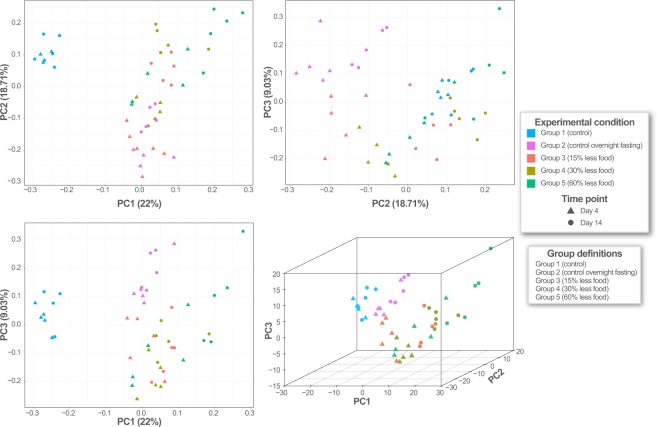
Principal component analysis (PCA) of metabolic genes present in transcriptome data. Colors correspond to experimental groups; shapes represent time points (days 4 and 14).

Analysis of the raw transcriptomics data provided a snapshot of biological processes that might be regulated in various conditions, but our goal herein was to obtain a holistic view of how the metabolic network changed as a result of diet restriction. Thus, we integrated the transcriptomics data into the iRatLiver model using previously published methods (GIMME^12^ and E-flux^52^); the two algorithms take different approaches to integrating the expression data with the GEM, resulting in models with differing structure (see Methods). The resulting condition-specific models (i.e., a model for each group of rats in the experimental design) allowed for the exploration of how metabolic fluxes and pathway usage were altered under nutrient deprivation.

We computed the flux state of the full metabolic network for all condition-specific models to identify reactions that carried flux in all conditions. We selected the set of reactions from GIMME and E-flux that had non-zero fluxes across a majority of conditions; this approach yielded a set of 1049 and 604 reactions that carried flux in GIMME and E-flux, respectively. The intersection of those reactions resulted in a set of 338 high-confidence reactions that were used in subsequent analysis (list of reactions provided in Data S3 (Table S5)). To obtain insight into pathway regulation under the experimental conditions, we simulated the models (optimizing for growth rate) and computed the flux state. These flux values were scaled using projective decomposition^53^, a normalization method that is part of Scale-Invariant Geometric Data Analysis (SIGDA)^54^, showing that various metabolic subsystems cluster together (Fig. 3). We observed trends in the usage of several pathways in the group 5 rats (60% less food) that were in the opposite direction when comparing the day 4 and 14 timepoints. This observation can be explained by the fact that, during initial diet restriction, the liver is able to produce glucose from the catabolism of glycogen; under long-term diet restriction (during which glycogen stores have been depleted) glucose is synthesized via gluconeogenesis from substrates such as lactate, pyruvate, glycerol, and amino acids generated in the liver or originating from extrahepatic tissues^55^.

**Figure 3:**
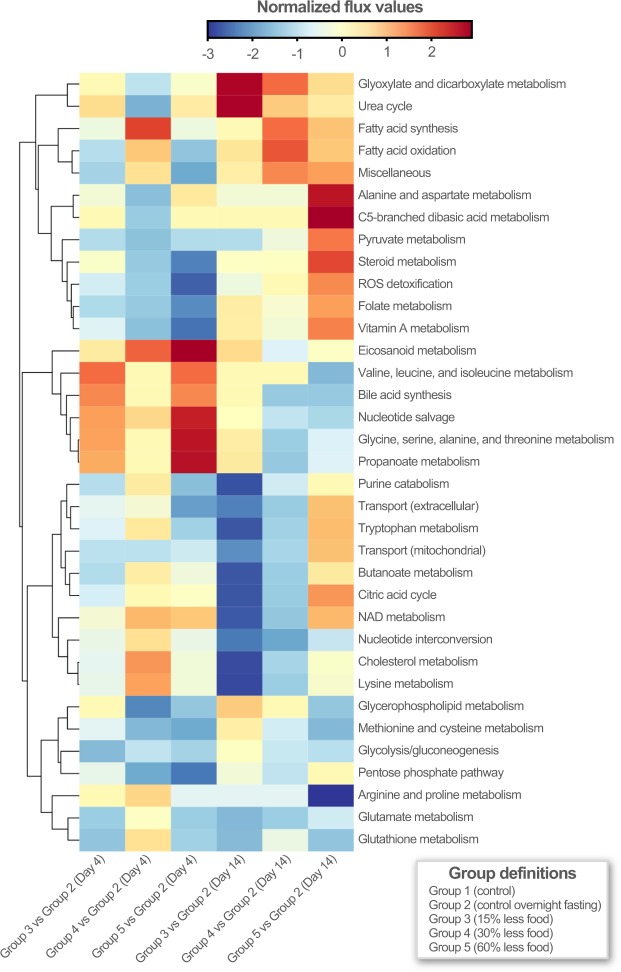
Comparison of flux states across experimental conditions. The clustergram on the left represents the extent of alteration in the subsystems for observed conditions. Rows represent various subsystems in the model and columns represent the experimental conditions. The values for each subsystem are normalized by projective decomposition.

### Understanding changes in pathway usage under diet-restricted conditions

While previous studies have explored the regulation of glycolysis, gluconeogenesis, TCA cycle and pentose phosphate metabolism^55,56^, the iRatLiver model provides the opportunity to explore these questions in the context of the metabolic network. To this end, we performed pathway-based enrichment analysis (Data S3 (Table S6)) on the genes present in altered iRatLiver model subsystems. We found that glycolysis/gluconeogenesis, the pentose phosphate pathway (PPP), fatty acid degradation, purine metabolism, and propanoate metabolism were significantly affected by diet restriction. It has been previously reported that the activity of metabolic enzymes in PPP was reduced under starvation conditions but restored through re-feeding with a high-carbohydrate diet^33^.

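Among these pathways, fatty acid oxidation was called as a list in group 5 by camera with the preset correlation. Of the 17 measured genes that Table S5 gives for fatty acid oxidation, 6 were lower and 1 higher than in group 2 at day 4 (9 and 1 adjusted over the list alone; camera adjusted p = 3.46e-07, adjusted p = 0.128 with an estimated correlation), and 8 were lower and 1 higher at day 14 (8 and 3; camera adjusted p = 0.0247, adjusted p = 0.625 with an estimated correlation). The study chose the subsystems of Table S5 on these samples, so they are not independent evidence. Of 15 glycolysis genes fixed in advance, 3 were higher and 1 lower in group 5 at day 14 (3 and 1 over the list alone; camera adjusted p = 0.493): Gpi, which makes fructose 6-phosphate from glucose 6-phosphate, rose by a log2 change of 0.70 (standard error 0.08, adjusted p = 0.000144) and Aldoa, an aldolase, by 0.68 (standard error 0.14, adjusted p = 0.00833). In the 13 genes of the pentose phosphate pathway, 2 were higher and 1 lower (2 and 1 over the list alone, camera adjusted p = 0.727). Tkt, a transketolase of this pathway, rose by 0.49 (limma adjusted p = 0.00106). H6pd, a glucose 6-phosphate dehydrogenase of the endoplasmic reticulum, rose by 0.31 (standard error 0.11, adjusted p = 0.0933). Dera, a deoxyribose-phosphate aldolase, fell by 0.22 (standard error 0.08, adjusted p = 0.0956). For purines, 1 of 9 genes of synthesis was higher (2 higher and 1 lower over the list alone; camera adjusted p = 0.493), and 3 of 12 genes of breakdown were higher and 1 lower (3 and 1 over the list alone; camera adjusted p = 0.586; at day 4 camera gave 0.0573, and fry, a rotation test of the list on its own, 0.0256), with the ectonucleotidase Nt5e down by 0.83 (standard error 0.08, adjusted p = 6.29e-05). Propanoate metabolism had 2 of 15 genes higher and 2 lower, also over the list alone (camera adjusted p = 0.849). Of the 4 measured genes that Table S5 gives for it, 1 was lower (1 over the list alone; median log2 change −0.034; camera adjusted p = 0.373, and 0.00943 by fry). Among the 15, Echdc1, which clears ethylmalonyl-CoA, rose by 1.01 (standard error 0.14, adjusted p = 0.00064) and Hibch, of valine breakdown, fell by 0.75 (standard error 0.09, adjusted p = 0.000155). Gluconeogenesis had 4 of 8 genes higher and 1 lower (5 and 1 over the list alone; camera adjusted p = 0.0943, and 0.0222 by fry). The mean of the list was 0.46 above group 2 (exact permutation p = 0.00794). Its median log2 change was 0.257, as the large rise of Ppargc1a lifts the mean. The genes include Ppargc1a, a coactivator of these genes (1.83, standard error 0.31, adjusted p = 0.00208), and the glucose 6-phosphate transporter Slc37a4 (0.70, standard error 0.07, adjusted p = 0.000106).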

Upon deeper analysis of these subsystems, we observed that the distribution of reaction fluxes varied between conditions (Fig. 4). Several reactions relevant to starvation conditions^55^, such as L-lactate dehydrogenase (LDH_L) malate dehydrogenase (MDH), succinate dehydrogenase (SUCD1m), and phosphoribosylpyrophosphate synthetase (PRPPS), showed variations in fluxes across conditions^55^. 

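Of the genes behind these reactions, Ldha, the lactate dehydrogenase subunit of muscle and many other tissues, fell in all restricted groups by day 14. Its log2 change from group 2 at day 14 was −0.62 in group 3 (standard error 0.10, adjusted p = 0.00346 from limma), −0.996 in group 4 (standard error 0.08, adjusted p = 3.31e-05) and −1.56 in group 5 (standard error 0.14, adjusted p = 2.81e-05), with 5 rats in each group. Day 4 gave −0.18 (adjusted p = 0.292), −0.53 (adjusted p = 0.0122) and −0.73 (adjusted p = 0.0048). In group 5 the change was larger at day 14 than at day 4 by −0.83 (interaction, standard error 0.19, adjusted p = 0.0464). Ldhb, the other main subunit, did not pass the test in these groups (0.11, standard error 0.14, adjusted p = 0.699 in group 5 at day 14). Neither did the malate dehydrogenases Mdh1 and Mdh2 or the succinate dehydrogenase subunits Sdha, Sdhb, Sdhc and Sdhd; in group 5 at day 14 Mdh1 was at 0.30 (standard error 0.12, adjusted p = 0.124) and Sdha at 0.08 (standard error 0.09, adjusted p = 0.646). Of the phosphoribosylpyrophosphate synthetases, Prps2 was lower in group 4 at day 14 by a log2 change of −0.28 (standard error 0.09, adjusted p = 0.0882), and Prps1 was not called in any diet-restricted group. The reaction fluxes were not analysed here.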

Under starvation conditions, iRatLiver correctly predicts the synthesis of glucose through gluconeogenesis, the conversion of lactate to pyruvate (by LDH_L) to oxaloacetate in the mitochondria. The accumulation of TCA cycle intermediates in hepatocytes due to gene deletion is responsible for hepatic steatosis in dietary restricted state^55,56^. In addition to these behaviors, the iRatLiver model also predicted alterations in phosphoribosylpyrophosphate synthetase (PRPPS) under fasting conditions.

**Figure 4:**
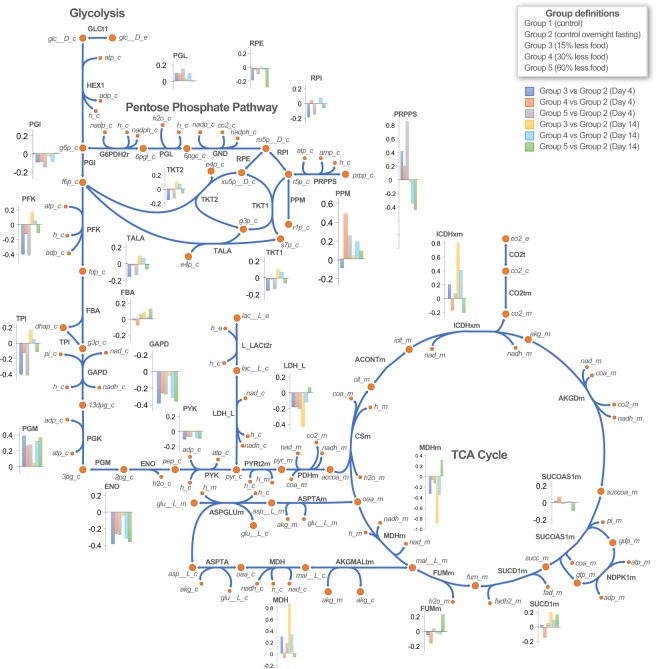
Pathway-based analysis for glycolysis, TCA cycle and pentose phosphate pathway. The bar graphs represent the distribution of fluxes in each condition shown with respect to control overnight fasting samples. Different colors correspond to different experimental conditions.

We also examined the regulation of hormones, one of the main functions of the liver, and the subsequent effect on various physiological functions in the system during diet restriction. Several genes in steroid metabolism were altered based on our metabolic analysis, namely hydroxysteroid 11-beta dehydrogenase 1 (*Hsd11b1*), hydroxysteroid (17-beta) dehydrogenase (*Hsd17b1*, *Hsd17b2*, *Hsd17b7*, *Hsd17b8*), and aldo-keto reductase family 1 (*Akr1c19*). These genes are involved in various biological processes such as glucocorticoid biosynthesis, cholesterol biosynthetic process, fatty acid biosynthesis process, oxidation-reduction process as well as response to nutrient levels. This observation suggests that hormone regulation is another important physiological change that occurs during diet restriction.

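Hsd17b2, which converts estradiol and testosterone to less active forms, rose in all diet-restricted groups by day 14, by log2 changes of 3.75 in group 3 (standard error 0.32, adjusted p = 5.8e-05 from limma), 3.47 in group 4 (standard error 0.35, adjusted p = 0.000142) and 3.49 in group 5 (standard error 0.33, adjusted p = 4.91e-05), with 5 rats in each group. At day 4 it was higher in group 4 by 3.03 (standard error 0.48, adjusted p = 0.0102) and in group 5 by 2.91 (standard error 0.49, adjusted p = 0.00717), and group 3 was at 1.88 (standard error 0.57, adjusted p = 0.259). Hsd17b7, which also acts in cholesterol synthesis, was higher at day 14 in groups 3, 4 and 5, by 0.98 to 1.82, the last with an adjusted p of 0.000339. Akr1c19, an aldo-keto reductase, was lower in groups 4 and 5 at day 4, by −0.81 (adjusted p = 0.00825) and −0.82 (adjusted p = 0.00158), and in groups 3, 4 and 5 at day 14. Hsd11b1, which regenerates active glucocorticoid, passed the test in 1 of these 6 comparisons, group 4 at day 4 (0.25, standard error 0.07, adjusted p = 0.095). Hsd17b8 passed in none and was at 0.00 in group 5 at day 14 (standard error 0.06, adjusted p = 0.99). Hsd17b1 passed in none either, but its group means of 4.75 to 4.93 lie among the dim probe sets, where a change would be hard to see. Of 18 measured genes of steroid hormone metabolism, 5 were higher and 4 lower in group 5 at day 14 (6 and 4 adjusted over the list alone), without a shift of the list (camera, adjusted p = 0.586).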

### Identifying key genes from network analysis

Finally, we attempted to understand transcriptional and metabolic variations due to diet restriction using a network-based approach. We hypothesized that the metabolic genes identified through integration of the gene expression data with the iRatLiver model were highly connected nodes that orchestrated global metabolic functionality under changing environmental conditions.

To test this hypothesis, we constructed a protein expression network in which genes are nodes and interactions are edges (Fig. 5A; see Methods); the interaction between nodes may be a physical binding or function association determined by putative or experimental evidence^57^. We identified the most highly connected nodes (“hub” nodes) to be pyruvate kinase (*Pkm*, *Pklr*), hydroxyacyl-CoA dehydrogenase (*Hadha*), transketolase and transketolase-like protein (*Tkt*, *Tktl1*, *Tktl2*), phosphoglucomutase (*Pgm1*), triosephosphate isomerase (*Tpi1*), and enolase (*Eno3*). We calculated the node degree distribution (the number of connections the node has to other nodes in the network) and edge betweenness (the number of shortest paths that go through an edge in the network) for the network. The edge betweenness for glycerol kinase (*Gk*) and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was highest, indicating that many paths in the network traverse by this edge.

**Figure 5:**
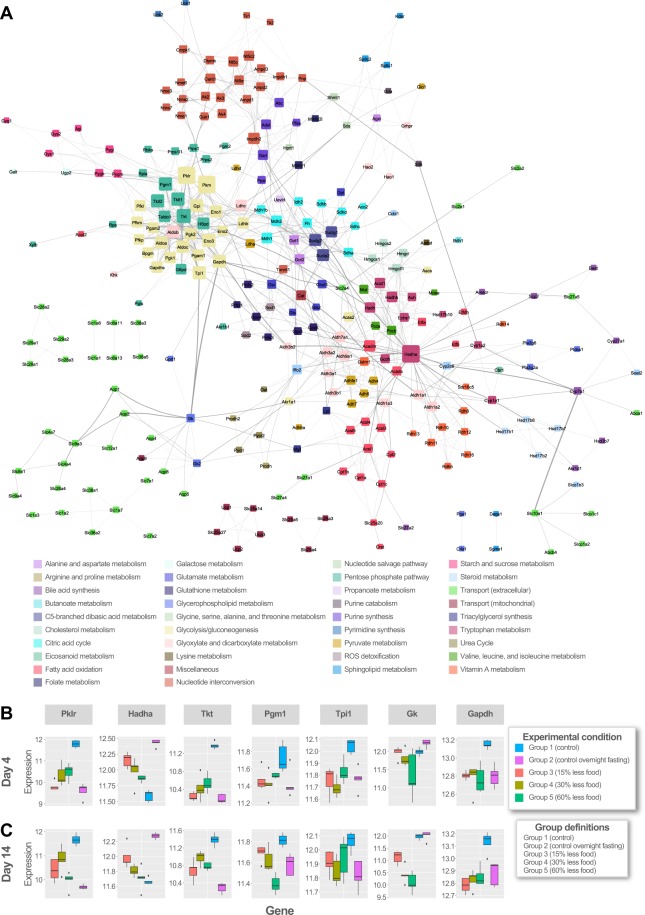
Protein expression network. (**A**) Protein interaction network representing shortlisted metabolic genes from analysis. The genes (nodes) are colored based on the subsystem they belong to and node size denotes the degree of connectivity of that node in the network. Highly connected nodes are bigger in size. The thickness of edge is decided based upon its edge betweenness in the network. (**B**) Box plots of hub nodes gene expression at Day 4. (**C**) Box plots of hub nodes gene expression at Day 14. Hub nodes were identified from network analysis. Box colors indicate experimental conditions as shown in the legend.

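Pklr, the liver form of pyruvate kinase, was highest in the fed rats. Its mean log2 intensity was 11.8 ± 0.17 (SD, n = 5) in group 1 and 9.61 ± 0.34 (SD, n = 5) in group 2 at day 4, and 11.7 ± 0.25 (SD, n = 4) and 9.70 ± 0.09 (SD, n = 5) at day 14. Groups 3, 4 and 5 lay between these levels, at 9.82 ± 0.21, 10.3 ± 0.48 and 10.5 ± 0.37 at day 4 and at 10.4 ± 0.45, 10.9 ± 0.52 and 9.97 ± 0.36 at day 14 (SD, n = 5 each). Against group 2 Pklr was called in group 5 at day 4 (log2 change 0.88, standard error 0.19, adjusted p = 0.0286 from limma) and in groups 3 and 4 at day 14 (0.70 with adjusted p = 0.0425, and 1.17 with adjusted p = 0.00382). For group 5 at day 14 the change was 0.27 (exact permutation test, 2-sided, p = 0.151). In group 4 at day 4 it was 0.72 and not called by limma (adjusted p = 0.118), while the exact test gave p = 0.0159 (0.0307 after adjustment over the hub genes). Eno3, the muscle form of enolase, was not called in any group (0.16, standard error 0.11, adjusted p = 0.424 in group 5 at day 14). For the hub genes 56 exact tests were run, and the smallest p that 5 rats against 5 allow is 0.00794, or 0.0222 after Benjamini-Hochberg adjustment over the 56.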

Interaction networks provide interesting insights into how genes related to diverse functions work in concert to achieve broader systems-level functions^58^. We next explored how the hub nodes in our network are connected. We observed similar trends in the expression of *Hadha*, *Tpi*, *Gk*, and *Gapdh* for in the day 4 and 14 diet-restricted conditions. 

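Hadha, a subunit of the enzyme complex that oxidizes long-chain fatty acids in mitochondria, was lower in groups 4 and 5 at both days and in group 3 at day 14. Its log2 change from group 2 was −0.27 (standard error 0.07, adjusted p = 0.171 from limma), −0.45 (standard error 0.09, adjusted p = 0.0252) and −0.57 (standard error 0.05, adjusted p = 0.000194) in groups 3, 4 and 5 at day 4. At day 14 it was −0.28 (adjusted p = 0.0515), −0.47 (adjusted p = 0.000561) and −0.57 (adjusted p = 0.000549), and the difference between the days was 0.00 in group 5 (interaction, standard error 0.09, adjusted p = 0.997). Gk, which phosphorylates glycerol, fell further at day 14: it was at −0.25 (adjusted p = 0.318), −0.42 (adjusted p = 0.0483) and −0.87 (adjusted p = 0.0712) at day 4 and at −0.90 (adjusted p = 0.00213), −1.60 (adjusted p = 0.000103) and −1.92 (adjusted p = 2.67e-05) at day 14. For Gk the difference between the days passed the interaction test in group 4 (−1.18, standard error 0.19, adjusted p = 0.0523) and not in groups 3 (−0.64, adjusted p = 0.113) and 5 (−1.05, adjusted p = 0.127). Tpi1 was not called in groups 3, 4 or 5 on either day, with log2 changes of −0.07 to 0.13. In exact permutation tests (2-sided, 5 rats against 5) Hadha in each of these groups had p = 0.00794 or 0.0159. A second probe set of Hadha, of lower intensity (mean log2 4.76), passed in none of the groups 3 to 5 where the main one did; in group 5 its log2 change was 0.01 at day 4 and 0.08 at day 14 (adjusted p = 0.962 and 0.681). Gapdh was not analysed here, since its probe sets carry several gene symbols.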

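Tkt and Pgm1 were tested for a trend over the reduction in food in groups 2 to 5. Tkt, a transketolase of the pentose phosphate pathway, rose with the reduction at both days, by a log2 change of 0.37 per 60% less food at day 4 (limma, adjusted p = 0.0323) and of 0.45 at day 14 (adjusted p = 0.0301). Pgm1, which interconverts glucose 1-phosphate and glucose 6-phosphate, had no called trend at day 4 (0.08, adjusted p = 0.612) and fell with the reduction at day 14, by 0.22 per 60% less food (adjusted p = 0.0354). For group 5 the difference between the days was 0.14 for Tkt (interaction, standard error 0.12, adjusted p = 0.685) and −0.28 for Pgm1 (standard error 0.10, adjusted p = 0.195).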

The trend varies for *Tkt* and *Pgm1*, indicating that these genes are differently regulated for under different diet conditions. 

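At day 14 Tkt was higher in all diet-restricted groups than in the fasted controls of group 2. On both days its means in these groups lay below those of the fed controls of group 1. Its mean log2 intensity at day 14 was 11.4 ± 0.15 (SD, n = 4) in group 1 and 10.3 ± 0.12 (SD, n = 5) in group 2, and 10.7 ± 0.24, 11.0 ± 0.15 and 10.8 ± 0.08 (SD, n = 5 each) in groups 3, 4 and 5. At day 4 the means were 11.4 ± 0.08 and 10.2 ± 0.10 in groups 1 and 2, and 10.2 ± 0.09, 10.4 ± 0.26 and 10.5 ± 0.20 in groups 3, 4 and 5 (SD, n = 5 each). Against group 2 the increase was called in groups 3, 4 and 5 at day 14, with log2 changes of 0.39 (standard error 0.11, adjusted p = 0.0664 from limma), 0.68 (standard error 0.09, adjusted p = 0.000634) and 0.49 (standard error 0.07, adjusted p = 0.00106). At day 4 it was called in group 5 (0.35, standard error 0.09, adjusted p = 0.0624) and not in groups 3 (adjusted p = 0.866) and 4 (adjusted p = 0.329). Group 1 was above group 2 by 1.19 at day 4 (standard error 0.06, adjusted p = 5.85e-07) and by 1.10 at day 14 (standard error 0.09, adjusted p = 6.12e-05). The restricted groups were not tested against group 1.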

The expression levels of *Tkt* in our study are lower when compared to control samples. 

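Pgm1 differed little between the fasted groups. Its mean log2 intensity at day 4 was 11.4 ± 0.16 in group 2 and 11.5 ± 0.12, 11.4 ± 0.14 and 11.5 ± 0.03 in groups 3, 4 and 5 (SD, n = 5 each), with log2 changes of 0.05 (adjusted p = 0.905 from limma), −0.01 (adjusted p = 0.974) and 0.10 (adjusted p = 0.548). At day 14 the changes were 0.11 (standard error 0.07, adjusted p = 0.457) in group 3 and 0.04 (standard error 0.07, adjusted p = 0.817) in group 4. In group 5 at day 14 it was −0.19 (standard error 0.07, adjusted p = 0.106), and the exact permutation test of that single gene gave p = 0.0317 (2-sided, 5 rats against 5), or 0.0555 after adjustment over the hub genes. The fed group 1 was above group 2, by 0.30 at day 4 (standard error 0.09, adjusted p = 0.0531) and by 0.23 at day 14 (standard error 0.07, adjusted p = 0.0639).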

*Pgm1* is expressed at higher levels in the nutrient restriction conditions than control overnight fasting, except for the 60% restricted food group at 14 days (Fig. 5B,C).

## Discussion

The liver plays an important role in regulating metabolic homeostasis by catabolizing, storing, and altering nutrients, as well as detoxifying toxic substances present in the body. Targeted perturbation experiments in model organisms allows for a systems-level characterization of the complex systems underlying liver metabolism. In particular, rats are frequently used in pharmacological and metabolic studies due to physiological similarities with humans. Here, we described a tissue-specific metabolic network model of the rat liver (iRatLiver) and used it to study diet restriction in rats. We used the iRatLiver model to compute changes in the network-level metabolic flux state of the system due to alterations in the nutritional status of 50 Sprague Dawley rats. We have provided evidence that this *in silico* model is able to provide deeper insight into the metabolic alterations in rat due to diet restriction. The results presented here have three primary implications.

First, upon diet restriction, the liver maintains homeostasis through regulation of metabolic activity across the metabolic network. We observed that several key pathways – central carbon metabolism, fatty acid degradation, purine metabolism, and propanoate metabolism – are responsible for the regulation of systems-level function under the diet restriction. Hepatocytes can use glucose and/or fatty acids as metabolic fuels, and selection of these depends on hormonal regulation and nutrient levels. 

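The fasted group 2 had the highest expression of fatty acid oxidation genes of the 5 groups at both days. Against it, 18 of 21 genes of mitochondrial fatty acid oxidation were lower and 1 was higher in the fed group 1 at day 4 (18 and 1 adjusted over the list alone; mean log2 change −0.81, camera adjusted p = 2.27e-17, adjusted p = 0.127 with an estimated correlation). At day 14, 12 were lower and none higher (13 and 1 over the list alone; mean −0.55, camera adjusted p = 1.68e-13, adjusted p = 0.157 with an estimated correlation). Cpt1a, which admits long-chain fatty acids to mitochondria, fell by 1.83 in the fed rats at day 4 (standard error 0.15, adjusted p = 1.21e-05 from limma). By camera with the preset correlation the list was also lower in the restricted rats, although they too were fasted overnight. With an estimated correlation this was lost in group 3 (adjusted p = 0.263 and 0.655 at days 4 and 14) and group 4 (adjusted p = 0.257 and 0.249). In group 3, 1 gene was called at day 4 and 7 at day 14, all lower (14 and 13 over the list alone), and fry did not call the list at day 14 (adjusted p = 0.0745). In group 5 at day 4, 13 genes were lower and 1 higher (18 and 1 over the list alone; mean −0.50, camera adjusted p = 4.58e-21, adjusted p = 0.0494 with an estimated correlation). At day 14, 14 were lower and none higher (14 and 2; mean −0.40, camera adjusted p = 3.28e-07, adjusted p = 0.468 with an estimated correlation). Cpt1a was not among them (0.00, standard error 0.08, adjusted p = 0.986), while Acot2, a thioesterase of long acyl-CoA, fell by 1.27 (standard error 0.29, adjusted p = 0.0109) and Eci1, an isomerase for unsaturated fatty acids, by 1.24 (standard error 0.17, adjusted p = 0.000552). Of 23 targets of the fatty acid receptor PPAR alpha, 13 were lower in group 5 at day 14 and none higher (14 lower over the list alone; mean −0.67, camera adjusted p = 3.28e-07, adjusted p = 0.587 with an estimated correlation), with Plin2, which coats lipid droplets, down by 2.41 (standard error 0.39, adjusted p = 0.00185). At day 4, 16 of them were lower and none higher (19 over the list alone; camera adjusted p = 3.07e-22), which held with an estimated correlation (adjusted p = 0.0494). Peroxisomal oxidation had 8 of 15 genes lower at day 14 (9 over the list alone; camera adjusted p = 0.000164, adjusted p = 0.361 with an estimated correlation), and Crot, a carnitine transferase, fell by 3.01 (standard error 0.19, adjusted p = 2.24e-06). At day 4 it had 7 lower (7 lower and 1 higher over the list alone; camera adjusted p = 3.46e-07, and adjusted p = 0.0396 with an estimated correlation). Both measured genes of ketone body synthesis and use were lower at day 14, also over the list alone (camera adjusted p = 0.00596, adjusted p = 0.361 with an estimated correlation): Bdh1 by 1.57 (standard error 0.24, adjusted p = 0.00113) and Acat1 by 0.56 (standard error 0.07, adjusted p = 0.000505).

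**Figure D3:**
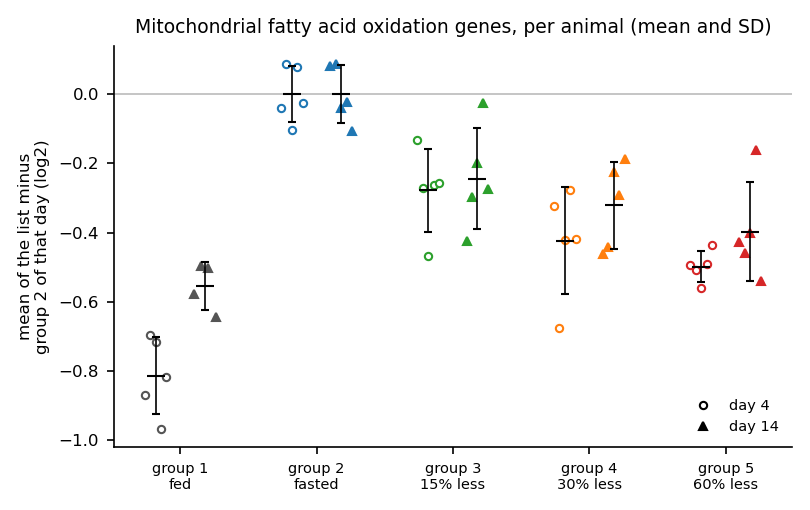
Mean log2 value of the 21 genes of mitochondrial fatty acid oxidation in each rat, less the mean of group 2 of that day (vertical axis), by group and day (open circles, day 4; filled triangles, day 14), with the mean and SD as bars. Group 1 lies between −0.97 and −0.70 at day 4, and group 5 between −0.56 and −0.44, below all rats of group 2 (−0.10 to 0.09).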

In fasting or nutrient starvation conditions, hepatocytes predominantly depend on oxidation of fatty acids for energy supply^55^, an observation supported by our results herein.

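Single genes of the insulin and FoxO response and of those more expressed in male liver changed differently at the 2 days in the group 5 rats. The difference from group 2 became more positive by day 14 for 2 of 15 genes of the insulin and FoxO response and more negative for none (6 and 1 adjusted over the list alone; camera on the interaction, adjusted p = 0.00447, lost with an estimated correlation at adjusted p = 0.929 and in the rotation test at adjusted p = 0.124). Igfbp1, a secreted binder of insulin-like growth factors, was at −0.46 (standard error 0.29, adjusted p = 0.461) at day 4 and rose by 1.46 (standard error 0.30, adjusted p = 0.0064) at day 14, a difference of 1.92 (standard error 0.45, adjusted p = 0.0536). Irs2 went from −0.09 (adjusted p = 0.8) to 1.27 (adjusted p = 0.00204), a difference of 1.35 (standard error 0.27, adjusted p = 0.0243). Of 14 genes more expressed in male liver, 2 had a more negative difference at day 14 and none a more positive one (6 over the list alone; camera adjusted p = 2.39e-05, lost with an estimated correlation at adjusted p = 0.929 and in the rotation test at adjusted p = 0.143). Cyp2c22, a cytochrome P450, moved by −0.94 between the days (standard error 0.17, adjusted p = 0.018) and Hsd3b5, a steroid reductase, by −0.51 (standard error 0.14, adjusted p = 0.0985). Srebf1 and Thrsp, which promote lipid synthesis, were higher than in group 2 at day 4 and their difference fell by 2.05 (standard error 0.40) and 1.39 (standard error 0.28) by day 14, both with an adjusted p of 0.0243. The erythroid gene Hbb moved with them, by −1.84 (standard error 0.36, adjusted p = 0.0243), from −0.31 at day 4.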

Second, the liver’s response varied with respect to short- and long-term diet restriction. The survival of rats subjected to severely restricted diet indicates that the organism is able to alter its metabolism to maintain required energy levels. Through integration of gene expression data with the iRatLiver model, we were able to identify the genes and pathways responsible for the metabolic shifts that allowed the organisms to adapt to changing environmental conditions. We investigated reactions involved in carbohydrate metabolism (glycolysis/gluconeogenesis, TCA cycle, and PPP) and observed changes in the flux through phosphoribosylpyrophosphate synthetase (PRPPS) in fasting conditions. PRPPS (*Prps1*, *Prps1l1*, *Prps2*) was previously reported to be affected by amino acid depletion^55,59^, while mutations in *Prps1* have been associated with hyperuricemia, hyperuricosuria, hypotonia, and ataxia and gain-of-function mutation results in PRS-1 superactivity^60^. Our investigation of differential pathway usage under diet restriction therefore warrants further study to better characterize genetic factors that influence the varied metabolic shifts observed here in short- and long-term diet restriction.

Third, network models have the potential to provide important insights into complex liver functions. The construction of an interaction network allowed for the identification of key genes such as *Pklr*, *Hadha*, *Tkt*, *Pgm1*, *Tpi*, *Gk*, and *Gapdh* involved in metabolic regulation during diet restriction. We observed that the expression levels of *Tkt* were lower in diet restriction than in control samples. Transketolase (*Tkt*) is a key enzyme in pentose phosphate pathway and governs carbon flow. *Akt* is known to regulate *Tkt* activity, and it has been reported that caloric restriction causes downregulation of the PI3K/Akt/mTOR pathway, ultimately affecting amino acid, carbohydrate and purine metabolism^61^. Thus, we conclude that these pathways are affected under the conditions studied here. Similarly, *Pgm1* (Phosphoglucomutase) –involved in the interconversion of glucose-1-phosphate and glucose-6-phosphate – has been connected to the regulation of glycogen content during nutritional stress in the system^62^. 

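Neither Akt gene was called in the diet-restricted groups; in group 5 at day 14 Akt1 had a log2 change of 0.00 (standard error 0.09, adjusted p = 0.998 from limma) and Akt2 of −0.15 (standard error 0.06, adjusted p = 0.116). The arrays measure their mRNA and not the activity of the kinases. Single genes of amino acid metabolism changed, and some lists were called by camera with the preset correlation and not with an estimated one. Of 20 genes of methionine and cysteine metabolism, 9 were higher and 1 lower in group 5 at day 14 (13 and 3 adjusted over the list alone; camera adjusted p = 0.004, adjusted p = 0.575 with an estimated correlation). The mean log2 change of the list was 0.27. Against this direction, Cth, the last enzyme of cysteine synthesis, fell by 0.57 (standard error 0.13, adjusted p = 0.013). Of 15 genes of the urea cycle and ammonia handling, 7 were higher and 1 lower (9 and 2 over the list alone; camera adjusted p = 0.0142, adjusted p = 0.647 with an estimated correlation), with Gpt2, an alanine aminotransferase, up by 0.88 (standard error 0.18, adjusted p = 0.00589) and Slc25a15, the ornithine carrier of mitochondria, up by 0.67 (standard error 0.11, adjusted p = 0.00228). For glycine, serine and threonine metabolism the call was made at day 4, where 4 of 21 genes were higher and 2 lower (10 and 2 over the list alone; camera adjusted p = 0.0378, adjusted p = 0.47 with an estimated correlation). Sardh, which degrades sarcosine, rose by 0.85 (standard error 0.15, adjusted p = 0.00799) there and Agxt, which clears glyoxylate, fell by 0.72 (standard error 0.14, adjusted p = 0.0166).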

In humans, *Pgm1* plays a role in balancing cellular demand during nutrient depletion, thus helping cell proliferation. Both *Pgm1* and *Tkt* (identified here as hub nodes) have been implicated in cancer cell proliferation and have been studied as possible therapeutic targets^61,62^. Thus, it is possible that a network approach such as the one presented here could be used in pharmaceutical studies for the identification of potential drug targets.

In this study, we used a systems approach to interrogate energy metabolism in the rat liver in a metabolic network model context. Through the integration of transcriptomics data, we generated condition-specific models that were used to compute pathway usage under different diet-restricted conditions. Our results suggest that the construction of a detailed transcriptional regulatory network of the rat liver would lead to further important insights into the effects of diet restriction, such as genes that are switched on or off during those stress conditions. We anticipate that the iRatLiver model presented here, which we are making freely available to the scientific community, will also prove useful to others in studying important physiological and biomedical questions related to obesity, aging, and pharmacology.

## Methods

### Reconstruction of an *in silico* metabolic model of rat liver

We used a previously published tissue-specific GEM of the human liver (liverCADRE^16^) for the construction of iRatLiver model. The liverCADRE model displayed improved metabolic functionality and was useful in predicting biological outcomes. The liverCADRE model consisted of 1763 reactions, 1402 metabolites, 994 unique genes and 80 subsystems^16^. Following the established protocol for reconstructing metabolic networks^35^, we identified homologous genes between human and rat using Ensembl (GRCh37)^63^ and Homologene^64^ and replaced these human genes with the corresponding *Rattus norvegicus* genes.

We incorporated information regarding known metabolic differences between rat and human (unique proteins in rat liver metabolism added to the iRatLiver model are summarized in Table 1)^38–40^. We performed protein BLAST^65^ using an e-value cut-off of 1e-30 to identify matching proteins. Next, we compared metabolic pathways in human and rat using EC2KEGG tool^66^. The list of unique proteins in rat along with the biological functions are given in Table 1. We used KEGG^67^ and BioCyc^68^ to obtain information of metabolic reactions catalyzed by these enzymes which were added to the iRatLiver model. We identified dead-end metabolites and blocked reactions in the draft reconstruction. We used reaction file containing information from Recon 2^15^, KEGG^67^ and BioCyc^68^ to fill gaps in the model.

The resulting draft reconstruction consisted of 1843 reactions, 1477 metabolites, and 988 unique genes. We then added reactions belonging to cholesterol metabolism, tryptophan metabolism, glycolysis, tyrosine metabolism and others using information from the human Recon 2 model^15^. We used the objective function from mouse metabolic model iMM1415^69^ with no modifications. The final iRatLiver model consisted of 1882 reactions, 1448 metabolites, 994 unique metabolic genes, 7 compartments, and 82 subsystems. We compared reactions and subsystems present in the human liver model (liverCADRE)^16^ and iRatLiver model and found differences in vitamin B2, vitamin C, squalene and cholesterol synthesis, fatty acid oxidation, tryptophan as well as pentose phosphate pathway.

### iRatLiver model validation

We performed two primary sets of validation for iRatLiver. First, we compared the predicted doubling time of 16.3 hours with literature values, finding that it was consistent with the reported doubling time of 16.9 hours in rat hepatocyte cell culture^37^. Second, we performed a previously used array of tests to ensure the model could compute basic functionality of the liver^16^. Specifically, we tested the model’s ability to perform gluconeogenesis, triglyceride synthesis, amino acid degradation, and ammonia and ethanol detoxification (see Data S3 (Table S4) for simulation results). We deposited iRatLiver in BioModels^70^ under the identifier MODEL1811090001. The iRatLiver model is available as SBML format (Data S2).

### Experimental design for diet restriction study in rat

We studied the effects of varying levels of nutrient deprivation on male Sprague Dawley rats, approximately 8–10 weeks of age, that were subjected to varying levels of dietary restriction (Fig. 2 and Data 3 (Table S1)). Rats were housed in groups or stable pair of compatible individuals at an AAALAC, International accredited facility and were cared for in accordance with the *Guide for the Care and Use of Laboratory Animals*, 7^th^ Edition^71^. All research protocols were reviewed and approved by the Amgen Institutional Animal Care and Use Committee. Lighting in animal holding rooms was maintained on 12:12 hr light:dark cycle, and the ambient temperature and humidity range was at 68 to 79 F and 30 to 70%, respectively. Powdered feed (Harlan Tekland rodent diet 8640) was provided either *ad libitum* (groups 1 and 2), reduced by 15% (group 3), reduced by 30% (group 4), or reduced by 60% (group 5). Reduction in food was calculated based on the average food consumption recorded for group 1 and 2 based on the previous 3 days. There were 10 rats per group; five rats per group were subjected to 4 days of dietary restriction (necropsy on day 5) and the remaining 5 per group were subjected to 14 days (euthanized on day 15). Groups 2–5 were fasted 8–12 hours overnight prior to necropsy. Standard clinical and anatomic pathology endpoints were collected and examined (not included in this study).

### Transcriptome analysis

RNA extraction from rat hepatocytes was carried out using Qiagen (Valencia, CA) RNeasy Mini kit and qiazol according to the manufacturer’s instructions to homogenize the tissues and chloroform for phase separation. Amplification was performed with Oligo dT primed RT using SSII, 2nd strand cDNA synthesis, cleanup via Qiagen MinElute. Synthesis of biotinylated cRNA using the Enzo (Farmingdale, NY) amp kit, cleanup of cRNA via Qiagen RNeasy Mini kit. Biotin-labeled aRNA products were hybridized to Affymetrix (Santa Clara, CA) GeneChip® Rat Genome 230 2.0 Arrays per manufacturer instructions provided on the product insert. Scans were carried out as per manufacturer instructions provided on the product insert. The scan files were processed using Expression Console (Affymetrix) for quality control and subsequent results were used in microarray data analysis.

All statistical analyses were executed using the R statistical computing platform (version 3.0.1). Expression data were normalized using the Robust Multi-Array Average method implemented in the Bioconductor package *affy* (version 1.38.1). The expression data was submitted in Gene Expression Omnibus (GEO)^72^ and the accession number for the data is GSE98621. A single Empirical Bayes model included in the Bioconductor package EBarrays (version 2.2.0) package, Lognormal-Normal-Modified-Variance (LNN-MV), was used to calculate differentially expressed genes. These analyses were conducted separately for each treatment group. The function *crit*.*fun*, setting FDR = 0.1, was used to calculate the minimum posterior probability required to deem a sequence representing a gene significant in each treatment group.

Normalization and fold change analysis was performed as mentioned above. The fold change values were calculated by considering the group of ad libitum, overnight fasting samples (Group 2) as control. The number of DEGs in each condition are represented in Data S3 (Table S2). 

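Of 14217 genes, 36 differed from group 2 in group 3 at day 4 (16 higher and 20 lower), 772 in group 4 (434 and 338) and 1015 in group 5 (506 and 509), by limma at an adjusted p under 0.1. At day 14 these numbers were 930 (484 and 446), 1814 (927 and 887) and 2816 (1263 and 1553). The fed group 1 went the other way, with 3025 genes (1388 higher and 1637 lower) at day 4 and 1874 (1032 and 842) at day 14, where it had 4 rats. Changes of at least 2-fold were fewer: in group 5 they numbered 47 higher and 54 lower at day 4 and 123 and 140 at day 14. Sult2a6, a sulfotransferase, is an example of a gene changed at the later day, with log2 changes of 0.49 (standard error 0.50, adjusted p = 0.676) and 3.19 (standard error 0.30, adjusted p = 4.62e-05) in group 5 at days 4 and 14. Slc22a8, an organic anion transporter, was at −0.65 (standard error 0.31, adjusted p = 0.315) and fell by 3.34 (standard error 0.48, adjusted p = 0.000796). A linear trend over the reduction in food was found for 1254 genes at day 4 (683 rising and 571 falling) and for 3412 at day 14 (1532 and 1880). Whether the counts of the 2 days differ was not tested as such, and the test of the difference gene by gene gives the interaction counts. Under a lognormal-normal model with modified variance, the model named in the methods, written anew for this comparison, the numbers for groups 3, 4 and 5 were 118, 608 and 799 at day 4 and 792, 1316 and 2091 at day 14. Leaving out 1 rat gave 9 to 57 genes for group 3 at day 4, and without 1 rat of group 2 (animal 729) group 4 fell to 461 and group 5 to 602 genes at day 4; for group 1 at day 14, 1141 remained without animal 746.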

The number of DEGs are higher for Day 14 conditions as compared to the others, indicating that larger number of genes are altered during high stress conditions. We identified sets of genes that are commonly up or down-regulated in various experimental groups. 

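Genes called in 2 restricted groups on the same day moved in the same direction, except 4 genes of groups 3 and 5 at day 14. At day 14, 627 genes were higher and 717 lower in both group 4 and group 5, and none was called in opposite directions. Kynu, which degrades kynurenine, was one of them, with log2 changes of −2.17 (adjusted p = 6.05e-05 from limma) and −2.47 (adjusted p = 3.57e-07), and Lpin2 was another, at 2.00 in group 4 (standard error 0.12, adjusted p = 5.56e-06). All groups were compared with the same 5 rats of group 2, which alone makes comparisons alike. If the calls were independent, 82.4 and 96.9 shared genes would arise by chance. With group 2 split, so that each group was compared with other controls, the median was 202.5 shared higher and 221 shared lower genes. Each of these comparisons had fewer controls, so such counts cannot be set beside those from all 5. Unchanged groups simulated against the same controls shared at most 0 called genes in 20 draws. Since no gene was changed in these draws, few calls could arise. The draws do not show how much the shared controls add to the overlap of real calls. Across genes, which are not independent replicates, the log2 changes of groups 4 and 5 correlated with r = 0.83 at day 14; unchanged groups simulated against the same controls gave a median r of 0.524 and at most 0.791, and comparisons with separate controls 0.569 to 0.714. At day 4, 238 genes were higher and 232 lower in both groups (15.4 and 12.1 if independent, medians of 25 and 28 with separate controls), and r was 0.81 (0.51 to 0.668 with separate controls). Groups 3 and 5 at day 14 shared 306 higher and 350 lower genes, with 4 in opposite directions (43 and 48.7 if independent, 109.5 and 128.5 with separate controls), and r was 0.694, below the highest simulated value of 0.755.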

Enrichment analysis of these genes gave information of the pathways were significantly enriched in these conditions. We used the enrichment analysis performed by STRING v10.5^57^ (see Data S3 (Table S3)).

### Integration of transcriptomics data with iRatLiver

To identify the metabolic changes taking place in the liver, we integrated transcriptomic data with the iRatLiver model. Among available methods for integrating omics data with metabolic model^73^, we implemented two different algorithms: Gene Inactivity Moderated by Metabolism and Expression (GIMME)^12^ and E-Flux^52^. The two algorithms make differing assumptions for the integration of transcriptomics data, resulting in differing outputs and interpretations of subsequently computed physiological states.

The combination of these methods is helpful in identifying set of active reactions in condition of interest and capturing extent of flux changes and reshaping the flux cone considering the measurements of gene expression. Upon implementation of the algorithms, we computed the flux state (optimizing for growth rate) of each model separately; the reactions with zero flux were identified (reactions with a flux less than 1E-06 were denoted as carrying no flux). Reactions having non-zero fluxes were selected from the total set of reactions in the model. Only those reactions having measurable fluxes from both methods were considered active and subsequently used for analyzing reactions and determining which subsystems were perturbed under diet-restricted conditions. We considered absolute values of reaction fluxes and grouped the reactions based on their corresponding subsystems. For each subsystem, we calculated average values of reaction fluxes. Considering group 2 (control, overnight fasting) as control, we subtracted the average values calculated for each subsystem for diet-restricted conditions. Then we carried out an unbiased approach to identify subsystem differences between diet-restricted conditions. We used projective decomposition^54^ to normalize the average flux values and represented the values in clustergram in Fig. 3. The normalized flux values ranged from −3 to 2 for different subsystems. We also carried out flux variability analysis (FVA)^74^ and determined the robustness of metabolic model. The information related to altered subsystems can be extrapolated to further identify possible rewiring in the system leading to adaptation during diet-restricted state. The COBRA toolbox^75,76^ was implemented in MATLAB 2014a and academic licenses of Gurobi Optimizer v7.5 and IBM CPLEX v12.7.1 were used to solve LP and MILP problems in this study.

### Statistical analysis

Fisher’s exact test followed by a correction of the p-values for multiple testing using Benjamini-Hochberg procedure was used for pathway-based enrichment of genes identified from metabolic analysis^77^. A P-value cutoff of 0.05 was considered statistically significant in all analyses.

### Network analysis and visualization

The genes belonging to altered subsystems were used for network analysis. STRING v10.5^57^ was used for extracting confident interactions (STRING combined score >0.7) between these genes/proteins of the specific organism. The genes are represented as nodes and the interaction between nodes is called an edge. The interactions were visualized using Cytoscape^78^. We used the NetworkAnalyzer application in Cytoscape to calculate node degree distribution and edge betweenness. Nodes with highest connections in the network are defined as ‘hub’ nodes. The number of shortest paths that go through an edge in the network determines the edge betweenness.

## Supplementary information

Supplementary figure 1

Data S1

Data S3

Data S2

# Supplementary material for: Genome-scale metabolic model of the rat liver predicts effects of diet restriction
**Source:** Sci Rep. 2019 Jul 8;9:9807. doi: 10.1038/s41598-019-46245-1
**Supplement:** Supplementary file 1 — Supplementary figure 1

**Genome-scale metabolic model of the rat liver predicts effects of diet restriction**

Priyanka Baloni^1^, Vineet Sangar^1^, James T Yurkovich^1^, Max Robinson^1^, Scott Taylor^2^, Christine M. Karbowski^2^, Hisham K. Hamadeh^2,†^, Yudong D. He^2^, Nathan D Price^1,^*

### Supplementary materials

Data S1: iRatLiver model in mat format

Data S2: The rat liver model is available as SBML format

Data S3: Supplementary Tables S1 through S6

**Supplementary figure**

**
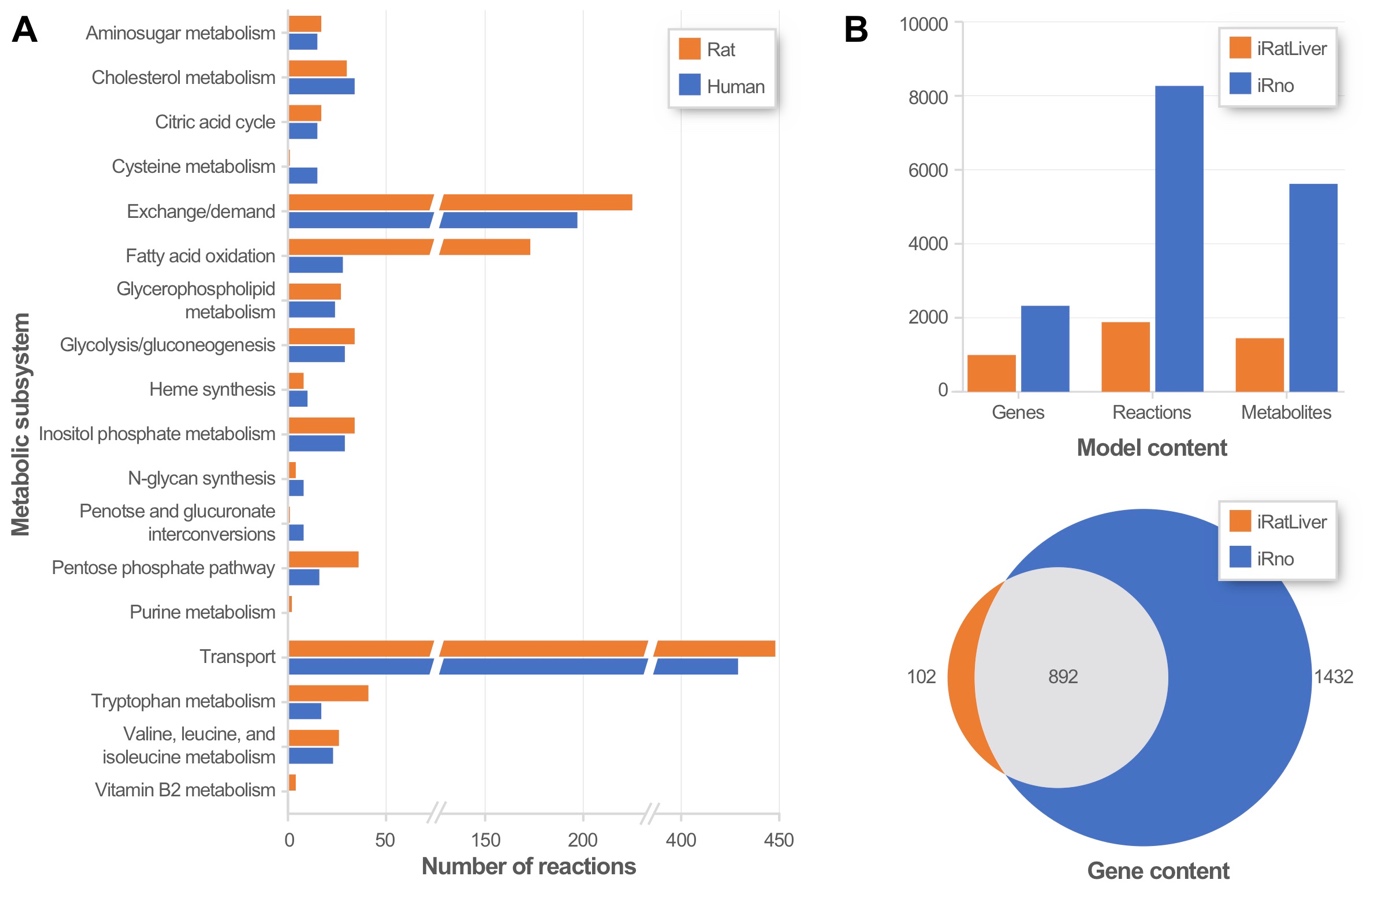
**

**Supplementary figure 1.** Overview of the iRatLiver GEM. (**A**) A comparison of the reaction content between iRatLiver and the human liver model[^16^](https://paperpile.com/c/6AsHjB/mtEV1). (**B**) A comparison of the model and gene content between iRatLiver and the global rat metabolic reconstruction iRno[^30^](https://paperpile.com/c/6AsHjB/wqsbr).

How the deposited data were processed for this re-analysis (not part of the article)

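Livers of 49 male Sprague Dawley rats were measured, 1 array per rat, at day 4 or day 14 of 5 diets. Group 1 was fed ad libitum without fasting and group 2 ad libitum with an overnight fast. Groups 3, 4 and 5 received 15%, 30% and 60% less food and were fasted overnight. The fasting follows the paper and the sample labels; the description of the deposited series has every animal fasted. There were 5 rats per group and day, and 4 in group 1 at day 14. The day of sampling is also the only label of a possible batch.

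The intensities were made by the authors, who checked the arrays in Affymetrix Expression Console and normalized them with RMA (R 3.0.1, affy 1.38.1): background correction, quantile normalization and 1 summary value per probe set. They are deposited on a linear scale, as whole numbers for 31042 probe sets without missing values, and were turned into log2 here. The median intensity over all values was 83, where rounding gives a step of log2 0.017; the step is 0.17 at the lowest intensity. Of the probe sets, 20826 had 1 gene symbol, 436 had several and 9780 had none; the last 2 kinds were left out. Among the rest, 4525 genes had more than 1 probe set, and the probe set with the highest mean over all samples was used, which gave 14217 genes. Identifiers of 20758 probe sets were found in a reference table of rat genes, and no symbol changed. Within groups the median correlation between samples was 0.991 to 0.9935; no array was a copy of another.

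Each group was compared with group 2 of the same day by limma 3.58.1 in R 4.3.3, in a separate fit of the groups compared, with Benjamini-Hochberg adjustment and a threshold of adjusted p under 0.1. The same was done for day 14 against day 4 within each group, for the difference between the days of the difference from group 2 (interaction), and for a linear trend over the reduction in food in groups 2 to 5. Gene lists, 112 in number with those of Table S5, which apart from those were written by hand from general knowledge and not taken from a database, were tested by camera with a preset correlation of 0.01 and a threshold of adjusted p under 0.05, and again with an estimated correlation and by fry. Counts of list members were made over all genes and again with the adjustment over the list alone. Single hub genes and scores were tested by exact permutation, 2-sided. A difference between days was compared between groups by permuting the days within each group after the mean day difference was taken out; on simulated data with group and day effects of 3 SD this gave p under 0.05 in 7.0% of cases.

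Principal components were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3) from the centred log2 values of 302 measured genes, of 345 in the 338 reactions of Table S5. Separation was measured by the mean silhouette width over the first 3 components with 100000 permutations of the labels, and spread by the distance to the centroid of the group and day.

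The lognormal-normal model with modified variance (LNN-MV) named in the paper's methods was written anew from its published form and used as an alternative. It was tried on simulated data only and was not checked against EBarrays, the package the paper used. Limma, LNN-MV, camera, fry, the permutation tests of means and the silhouette test were tried on simulated data, and the spread over all groups was not. With 100 genes changed by log2 1 and 100 by 0.5 among 14217, limma found 96% and 78% with 19 false calls among 193, LNN-MV 100% and 85% with 51 among 236, and camera 8 of 8 shifted lists and none of 12 others, with the preset or an estimated correlation; fry found 8 and called 1 of the 12 others. These lists had no correlation between their genes.

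Genes named in the text were chosen by a rule: in each comparison with group 2 and in the interaction of group 5, the 10 largest rises and the 10 largest falls among called genes (without overlap of the groups for the former), 2 to 4 members with the largest change of each list described, and every gene the paper names. The values of the hub genes had been seen in Fig. 5 before. Alternatives were another threshold, a minimum fold change of 1.5 or 2, one fit of all group means, a filter on dim probe sets below log2 5.211 (11572 genes kept), all probe sets, the mean of the probe sets of a gene, quantile normalization, array weights, robust empirical Bayes, LNN-MV and leaving out each animal. Fluxes, the metabolic model and the protein network were not analysed here.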

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

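The tests of the clock, of the difference between days and of fatty acid oxidation below, and all counts over other splits of the samples, were chosen only after the result was seen.

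Circadian clock genes stood apart from group 2 in the diet-restricted groups, with a mean log2 change of the list of 0.75 in group 5 at day 14, in genes the paper does not discuss. A difference in overall level between arrays is argued against, since sample medians lay between log2 6.34 and 6.43 and clock genes changed in both directions. Under quantile normalization 13 clock genes were still called in group 5 at day 14. That step could hardly have come out otherwise. The values had been quantile normalized before, and no sample median moved by more than 0.044. Combined into 1 score with the genes of the opposite phase reversed, 60% less food was above 15% by 0.67 at day 4 (exact permutation p = 0.0238; 0.72, 1.39 and 1.39 above group 2 with 15%, 30% and 60% less food) and differed by −0.01 at day 14 (exact p = 0.913), so an effect of the amount of food was seen at day 4 alone and stays open. Another time of day of feeding or of necropsy in the restricted groups cannot be told apart from an effect of the diet. The time is not given per animal. In the fed group 1, 3 clock genes were called higher and 2 lower at day 4 (5 and 6 over the list alone), and 2 were called at day 14. A shifted clock may therefore be an effect of restriction or of the schedule.

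More genes were called between day 14 and day 4 within groups 3, 4 and 5 than within groups 1 and 2, where the counts by limma were 0 and 1 (2125 and 1230 at an unadjusted p under 0.05). Group 1 is not free of such genes: one fit of all group means gave 202, all probe sets 306 and leaving out animal 724 185. A score of the 1817 genes called in group 3 rose between the days by 0.21 ± 0.04 (standard error) in group 4, by 0.08 ± 0.02 in group 1 (exact p = 0.0159) and by 0.09 ± 0.03 in group 2 (exact p = 0.0159). The difference of 0.121 (permutation p = 0.0249) argues against a batch or age difference that reaches every group alike as the whole cause in group 4, although it did not pass without animals 736, 761 or 762 (permutation p = 0.0549, 0.0511 and 0.0545). Of the 1817, 778 and 954 genes called between the days in groups 3, 4 and 5, 82, 19 and 235 also passed the interaction test against group 2. That argues against such a shift as the whole cause in groups 3 and 5 too. It may still account for part of the pattern, since the score moved in groups 1 and 2 and exceeded group 2 in group 5 by 0.087 (permutation p = 0.0977; 0.0306 and 0.0431 without animals 745 or 769). A batch of arrays that holds one group on one day cannot be told apart from the diet, since none is given per array; the median correlation within group 3 at day 14 was 0.9935. Duration of the diet and such a batch remain open.

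Fatty acid oxidation genes and PPAR alpha targets lay below group 2 both in the fed group 1 and in the restricted groups. A few high animals of group 2 are argued against, since 9 of its 10 animals had a higher mean of the PPAR alpha targets than every group 5 animal of their day, and 7 were above every animal of the other groups. A less complete fast in the restricted rats cannot be told apart from an effect of the diet. It would lower gluconeogenesis genes, whose mean was instead higher than in group 2 in 4 of 6 comparisons, those of groups 4 and 5 (0.46 in group 5 at day 14, exact p = 0.00794), but 0.00 (exact p = 0.96) and 0.14 (exact p = 0.103) in group 3 at days 4 and 14, and the diet itself may raise them. The medians of the 8 genes were smaller, 0.166 and 0.054 in groups 4 and 5 at day 4 and 0.119 and 0.257 at day 14. The mean in group 5 at day 14 includes a large rise of the coactivator Ppargc1a. Some other genes moved towards the fed group 1. Cholesterol and fatty acid synthesis were called as higher in 11 of 12 tests by camera with the preset correlation and in 0 with an estimated one. As single genes in group 5, Tkt was higher by 0.49 at day 14 and Pklr by 0.88 at day 4. At day 14 Pklr was at 0.27 and not called (limma adjusted p = 0.267). Many genes did not move towards group 1. Of those called in both groups 1 and 5 at day 14, 390 went in opposite directions, 113 were higher in both and 130 lower in both. At day 4 these numbers were 77, 187 and 234. A less complete fast and a different response to the same fast both remain open.

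A sample far from the others of its group was seen in 5 of 80 groups tested, where chance gives 4.0: Pklr in animal 733 (group 3, day 4) at 10.185, Hadha in 748 (group 1, day 14) at 11.741, Pgm1 in 726 (group 2, day 4) at 11.705, Eno3 in 757 (group 3, day 14) at 5.672 and Gk in 752 (group 2, day 14) at 11.682.

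The difference from group 2 differed between the days, by an interaction test, for 84 genes in group 3, 19 in group 4 and 290 in group 5. Single genes among them were Gk in group 4 (−1.18) and Ldha in group 5 (−0.83). Lists whose difference in group 5 moved between the days were cholesterol synthesis (0.46), fatty acid synthesis (−0.32), genes more expressed in male liver (−0.63), the insulin and FoxO response (0.47), chaperones of the endoplasmic reticulum (−0.23), heat shock (0.29), the interferon response (−0.39), ribosomal proteins (0.13), T and NK cells (−0.24) and erythroid cells (−0.76). With an estimated correlation each of these lists had an adjusted p of 0.929, and by fry 0.124 to 0.646.

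Lists of genes outside those the paper discusses were called by camera with the preset correlation in several comparisons with group 2. In group 5 at day 14 these included the proteasome (mean −0.31), genes more expressed in male liver (−0.51), the interferon response (−0.40), ribosomal proteins (0.22), T and NK cells (−0.21), stellate cells and fibroblasts (−0.51) and erythroid cells (−0.95). Stellate cells and fibroblasts were at −0.27 in group 5 at day 4 and at 0.30 in group 1 at both days, and erythroid cells at −0.48 in group 4 at day 14. With an estimated correlation none of these calls held: adjusted p was 0.384, 0.597, 0.756, 0.499, 0.587, 0.705 and 0.468 in group 5 at day 14, 0.499 at day 4, 0.692 and 0.533 in group 1 and 0.618 in group 4. Fry also did not call genes more expressed in male liver (0.0583), the interferon response (0.145) or stellate cells and fibroblasts (0.0806) in group 5 at day 14, nor any of those in the other comparisons (0.0853 to 0.192).

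Of 100 splits of the same samples, the real one included, 1 gave as many genes in each comparison with group 2, so chance can be excluded for them; the real count and the highest other were 3025 and 3, 36 and 3, 772 and 4, and 1015 and 2 for groups 1, 3, 4 and 5 at day 4, and 1874 and 605, 930 and 25, 1814 and 166, and 2816 and 27 at day 14. It can also be excluded for the trends (1 each; 1254 and 11 at day 4, 3412 and 7 at day 14) and for the days within groups 3, 4 and 5 (1 each; 1817 and 16, 778 and 77, 954 and 631). It cannot for the days within group 2 (13; 1 and 132). For the interaction chance can be excluded in group 3 (1 split, 84 and 4). In groups 4 and 5, 2 and 3 splits reached the real count (19 and 601, 290 and 1344). Chance is less clearly excluded there, and the 19 genes of group 4 fell to 0 without animal 727 of group 2. For group 1 the counts of 0 by limma (2125 between days and 903 in the interaction at an unadjusted p under 0.05) decide nothing, since all 100 splits reach 0; the highest others were 192 and 399. Some splits called more genes than the real one, up to 601 and 1344 in the interaction of groups 4 and 5 and 399 in that of group 1. For the days within groups 1 and 2 the highest were 192 and 132. Why these splits did so was not tested.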

How the results depend on the processing

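LNN-MV on all probe sets was chosen after the data were seen; the other alternatives were planned. With 5 rats per group, rounding of weak intensities to steps of up to log2 0.17 limits dim genes, and no paired analysis was possible because the animals carry different numbers in every group. Of 159 values of counts under an alternative, 107 stayed within 1.5 times and 52 moved; of 247 that leave out 1 animal, 172 stayed. Of 7808 values of named genes 7521 kept their side of the threshold, 158 became calls, 123 lost them and 6 changed sign. These 6 are other probe sets of the same genes, none called: Hadha at 0.011 in group 5 at day 4 and 0.05, 0.044 and 0.08 in groups 3, 4 and 5 at day 14, and Akt1 at 0.20 (day 4) and Akt2 at −0.07 (day 14) in group 1. Without animal 748 Slc22a8 in group 1 at day 14 changed sign and was called (0.367, adjusted p = 0.0776); without each other animal it was −0.277 to −0.037 and not called. Of 90 values of the lists below, 69 kept their call and 21 lost it, and all 199 that leave out 1 animal kept it. Of 771 such values of other lists 45 lost their call. Of 33022 values of named genes that leave out 1 animal, 1152 lost a call and 332 became calls. Of 85 calls of these lists over all comparisons, an estimated correlation ended 80 and fry 25. Except where the construction shows it (a stricter threshold, a minimum fold, more or fewer genes or groups), the cause was not tested.

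At adjusted p under 0.05 there were 13, 385 and 607 genes for groups 3, 4 and 5 at day 4 and 1120 and 1195 for groups 1 and 4 at day 14; 937, 333 and 496 between days within groups 3, 4 and 5; 42, 0 and 96 in the interaction of groups 3, 4 and 5 (limma, 1398 in group 4 at an unadjusted p under 0.05); and 833 in the trend at day 4. A change of at least 1.5-fold left 508, 217 and 297 for groups 1, 4 and 5 at day 4 and 419, 300, 440 and 693 for groups 1, 3, 4 and 5 at day 14; at least 2-fold left 180, 8, 75 and 101 and 130, 90, 156 and 263 for groups 1, 3, 4 and 5. All probe sets gave 4608 and 1532 for groups 1 and 5 at day 4, 2853 and 4528 for groups 4 and 5 at day 14, 306 between days in group 1, 33 in the interaction of group 4 and 5465 in the trend at day 14. One fit of all group means gave 157 for group 3 at day 4; 202, 39, 1203 and 2117 between days in groups 1, 2, 4 and 5; and 127, 35 and 681 in the interaction of groups 3, 4 and 5. Array weights gave 64 for group 3 at day 4 and 240 and 461 in the interaction of groups 3 and 5. The dim filter gave 29 and quantile normalization 42 in the interaction of group 4, and the latter 0 between days in group 2. Group 3 at day 4 had 20 genes with the mean of probe sets, 118 by LNN-MV and 200 by LNN-MV on all probe sets. Without group 5 the trend at day 14 had 2027 genes.

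Leaving out 1 animal gave, at day 4, 2403 to 2990 genes for group 1, 9 to 57 for group 3 (9 and 57 without animals 732 and 735 of group 3), 461 to 856 for group 4 (856 without animal 736) and 602 to 994 for group 5 (461 and 602 without animal 729 of group 2), and at day 14 1141 to 1717 for group 1 (1141 without animal 746), 654 to 989 for group 3, 1345 to 1641 for group 4 and 2347 to 2917 for group 5. The interaction had 0 to 0 genes for group 1, 40 to 201 for group 3 (without animals 758 and 759), 0 to 89 for group 4 (without animal 727 of group 2 and 761) and 98 to 381 for group 5 (without 742 and 745). Between days there were 0 to 185 in group 1 (185 without animal 724), 0 to 3 in group 2 (3 without 754), 960 to 1980 in group 3 (without 758 and 760), 329 to 796 in group 4 (without 736 and 761) and 411 to 1498 in group 5 (without 742 and 769). The trends had 915 to 1355 at day 4 and 2904 to 3435 at day 14.

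With an estimated correlation camera's adjusted p in group 5 at day 14 was 0.499 for cholesterol synthesis, 0.361 for fatty acid synthesis, ketone bodies, glucocorticoid response and peroxisomal oxidation, 0.278 for the clock, 0.587 for PPAR alpha targets, 0.468 for mitochondrial oxidation, 0.575 for methionine and 0.384 for the proteasome. At day 4 it was 0.612 for cholesterol synthesis, 0.38 for fatty acid synthesis and 0.354 for the clock. It was 0.127 and 0.157 for mitochondrial oxidation in group 1 at days 4 and 14, and 0.929 for the insulin and FoxO response and male-biased genes in the interaction of group 5. By fry it was 0.267 for cholesterol synthesis at day 4, 0.124 and 0.143 for the last 2. Fry called each list named above for group 5 at day 14 (adjusted p = 0.000132 to 0.0153). The estimated correlation there was −0.002 for fatty acid synthesis and 0.015 for the clock, against the preset 0.01. A call lost in this way need not reflect correlated genes. One fit gave 0.117 for fatty acid synthesis in group 5 at day 14. The ratio of spread of group 5 over group 2 at day 4 was 2.30 with all named genes, 2.16 with scaled genes and 2.01 over 2 components; over all other groups it was 1.42 over 2 components. Leaving out 1 animal of group 5 gave ratios of 1.163 to 1.395 at day 4 and 1.125 to 1.92 at day 14 against group 2, the last without animal 767 (exact p = 0.0476), and 1.223 to 1.523 over all other groups, where it did not pass without animals 741, 745 or 770 (1.341, 1.315 and 1.223).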

Differences from the paper's values

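Counts of differentially expressed genes are compared with the sums of up- and downregulated genes in the paper's supplement, at the paper's false discovery rate of 0.1, although the paper's model was LNN-MV and the one here limma. A gap is counted as closed where one count is at most 1.5 times the other. By this measure groups 3 and 4 are not listed below, apart from group 3 at day 4: the paper's 886 stands against 930 for group 3 at day 14, and its 531 and 1285 against 772 and 1814 for group 4 at days 4 and 14.

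For group 1 at day 4 the paper's count is 1160 and the one here 3025. None of the alternatives set before the data were examined closes this: they range from 180 at a change of at least 2-fold to 4608 with all probe sets, with 2199 at adjusted p under 0.05 and 2209 by LNN-MV. For group 3 at day 4 the paper's 154 stands against 36; one fit of all group means (157) and LNN-MV (118) close the gap, the others (8 to 64) do not, and LNN-MV on all probe sets, chosen after seeing the values, gave 200. For group 5 at day 4 the paper's 549 stands against 1015; adjusted p under 0.05 (607) and LNN-MV (799) close it, the others (101 to 1532) do not, and without animal 729 of group 2 it was 602. For group 1 at day 14 the paper's 911 stands against 1874; adjusted p under 0.05 (1120) and LNN-MV (1345) close it, the others (130 to 2633) do not, and without animal 746 it was 1141. For group 5 at day 14 the paper's 1821 stands against 2816; adjusted p under 0.05 (2061) and LNN-MV (2091) close it, the others (263 to 4528) do not, and leaving out 1 animal gave as few as 2347. LNN-MV is the model the paper's methods name, but the version here was written anew and not checked against the package used there. In simulated data it made 51 false calls among 236. Whether the model accounts for a closed gap is therefore open.

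The first principal component holds about 22% of the variance in the paper's Fig. 2, read by eye, and 35.7% here; with genes scaled to unit variance it holds 20.6%.

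The paper states that Tkt is lower than in control samples. Here Tkt was higher in the restricted groups than in the fasted group 2 at day 14, by 0.49 in group 5 (standard error 0.07, adjusted p = 0.00106). Its mean of 10.8 there lay below the 11.4 of the fed group 1. At day 4 the rise of Tkt was called in group 5 (limma adjusted p = 0.0624). It was not called in group 3 (0.05, adjusted p = 0.866) or group 4 (0.24, adjusted p = 0.329). The paper states that Pgm1 is higher under restriction than in group 2, apart from the strongest restriction at the later day. Here no difference of Pgm1 from group 2 passed limma's threshold in groups 3 to 5; the signs agreed except in group 4 at day 4 (−0.01), and in group 5 at day 14 (−0.19) the exact test of the gene alone gave p = 0.0317. The paper names hydroxysteroid dehydrogenases as altered in its metabolic analysis. Hsd17b2 and Hsd17b7 were called here. Among the restricted groups Hsd11b1 was called in group 4 at day 4 alone. Hsd17b8 was not called in any restricted group (−0.07 to 0.04). Hsd17b1 was not called either, but its probe set lies below the dim floor of log2 5.211 (means of 4.75 to 4.93), so it does not bear on the statement.

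The paper describes high variance in group 5. Its spread was 1.45 times that of the other groups here (permutation p = 0.0122). This did not pass when any 1 of the animals 741, 745 or 770 was left out. Against group 2 the ratio was 1.38 at day 4 (exact p = 0.238) and 1.74 at day 14 (exact p = 0.127). With all named genes (2.30), scaled genes (2.16) and 2 components (2.01) the day 4 ratio passed. The paper names glycolysis/gluconeogenesis, the pentose phosphate pathway, purine and propanoate metabolism among the pathways affected in its models. In group 5 at day 14 the lists of glycolysis, the pentose phosphate pathway, purine synthesis and propanoate metabolism were not shifted (camera adjusted p = 0.493, 0.727, 0.493 and 0.849). Gluconeogenesis was not called by camera either (adjusted p = 0.0943). It was higher by fry (adjusted p = 0.0222) and in the mean of its genes (0.46, exact permutation p = 0.00794). The median of its genes was 0.257, since the coactivator Ppargc1a lifted the mean. By fry the propanoate list of Table S5 was shifted (adjusted p = 0.00943), with 1 of its 4 genes called lower and a median of −0.034. Fatty acid oxidation, as listed in Table S5, was shifted (camera adjusted p = 0.0247), which was lost with an estimated correlation (adjusted p = 0.625). In the other comparisons of groups 3 to 5, camera called none of these lists apart from fatty acid oxidation. In group 4 at day 14, fry called the pentose phosphate pathway (adjusted p = 0.0152) and gluconeogenesis (0.032) higher and the propanoate list of Table S5 lower (0.00929). In group 5 at day 4 it called purine breakdown higher (0.0256) and that propanoate list lower (0.0282). Glycolysis and purine synthesis were called by fry in none.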

Other observations

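The fed group 1 differed from the fasted group 2 in processes outside lipid metabolism. Cell cycle genes were higher, 18 of 27 at day 14 (19 adjusted over the list alone; mean log2 change 0.47, camera adjusted p = 2.69e-10, adjusted p = 0.198 with an estimated correlation), with Ube2c, which tags mitotic proteins for degradation, at 1.05 (standard error 0.20, adjusted p = 0.00865) and Ccna2, a cyclin, at 1.04 (standard error 0.16, adjusted p = 0.00333), though its means of 4.62 and 3.58 lie below the dim floor of log2 5.211. At day 4, 12 were higher (13 over the list alone; camera adjusted p = 3.2e-05, adjusted p = 0.388 with an estimated correlation).

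At day 14 the fed rats, 4 in number, had 8 of 16 interferon response genes higher and none lower (13 over the list alone; camera adjusted p = 8.81e-07, adjusted p = 0.448 with an estimated correlation); at day 4 the list was not called, with 3 higher (3 over the list alone; camera adjusted p = 0.257). At day 4 they had 7 of 10 heat shock genes lower (9 over the list alone; camera adjusted p = 1.4e-05, adjusted p = 0.127 with an estimated correlation).

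Across genes, the log2 changes of groups 1 and 5 against the shared group 2 correlated with r = 0.351 at day 4 and −0.056 at day 14; unchanged groups simulated against the same controls gave medians of 0.496 and 0.484. At day 4, 77 genes were called in opposite directions in the 2 groups, 187 were higher in both and 234 lower in both. At day 14, 390 were called in opposite directions, 113 were higher in both and 130 lower in both.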
